# Descriptive transcriptome analysis of tendon derived fibroblasts following *in-vitro* exposure to advanced glycation end products

**DOI:** 10.1371/journal.pone.0271770

**Published:** 2022-07-26

**Authors:** Shivam H. Patel, Christopher L. Mendias, Chad C. Carroll

## Abstract

**Background:**

Tendon pathologies affect a large portion of people with diabetes. This high rate of tendon pain, injury, and disease appears to manifest independent of well-controlled HbA1c and fasting blood glucose. Advanced glycation end products (AGEs) are elevated in the serum of those with diabetes. *In vitro*, AGEs severely impact tendon fibroblast proliferation and mitochondrial function. However, the extent that AGEs impact the tendon cell transcriptome has not been evaluated.

**Objective:**

The purpose of this study was to investigate transcriptome-wide changes that occur to tendon-derived fibroblasts following treatment with AGEs. We propose to complete a descriptive approach to pathway profiling to broaden our mechanistic understanding of cell signaling events that may contribute to the development of tendon pathology.

**Methods:**

Rat Achilles tendon fibroblasts were treated with glycolaldehyde-derived AGEs (200μg/ml) for 48 hours in normal glucose (5.5mM) conditions. In addition, total RNA was isolated, and the PolyA^+^ library was sequenced.

**Results:**

We demonstrate that tendon fibroblasts treated with 200μg/ml of AGEs differentially express 2,159 gene targets compared to fibroblasts treated with an equal amount of BSA-Control. Additionally, we report in a descriptive and ranked fashion 21 implicated cell-signaling pathways.

**Conclusion:**

Our findings suggest that AGEs disrupt the tendon fibroblast transcriptome on a large scale and that these pathways may contribute to the development and progression of diabetic tendinopathy. Specifically, pathways related to cell cycle progression and extracellular matrix remodeling were affected in our data set and may play a contributing role in the development of diabetic tendon complications.

## Introduction

Tendon degeneration and impaired biomechanical function result in significant reductions in mobility and quality of life for the majority of the ~30 million Americans living with diabetes, resulting in a substantial economic burden to individuals and society. Compounding the problem, human [1–3] and rodent [4] studies indicate that improving blood glucose levels does not normalize tendon properties in individuals with diabetes. Any new approach to enhance tendon health in people with diabetes is hindered by a poor understanding of the underlying etiology of tendon degeneration and impaired biomechanical properties [1, 2, 5–7].

Our previous cell culture work implicated advanced glycation end-products (AGEs) as a potential mechanism driving tendon degeneration [8]. AGEs can form non-enzymatic crosslinks with collagen [9], a mechanism that has traditionally been the focus of tendon complications in persons with diabetes [10]. Yet, recent studies of tendons from humans with diabetes have found no evidence of greater collagen crosslinking than those without diabetes [1, 11] and no relationship between tendon AGE content and tensile mechanics [11]. A less explored mechanism of AGE-mediated effects is the interaction of serum AGEs with AGE receptors (RAGE). AGEs accumulate in the serum of patients with diabetes [12–14] and our cell culture data suggest that AGEs can impact tendon cells. Specifically, treatment of cells with AGEs dose-dependently reduced cell proliferation and mitochondrial ATP production.

A thorough understanding of the cell signaling events contributing to the development of AGE-mediated diabetic tendinopathies will assist in exploring alternative areas of thought and developing therapeutic options to target this large patient population. Therefore, to better understand the effect of AGEs on tendon cells, we sought to characterize the alterations to the tendon fibroblast transcriptome following exposure to AGEs. Although many of these pathways have already been implicated with AGEs from analysis of non-tendon tissues, the primary goal of this study was to establish a descriptive and ranked evaluation of pathway disruptions that occur to tendon fibroblasts following an AGE insult.

## Materials and methods

### Animal protocol

Animals utilized in this study were from a previous investigation [8]. The study was approved by the Purdue University Institutional Animal Care and Use Committee. All animals were cared for per the recommendations in the Guide for the Care and Use of Laboratory Animals. Five eight-week-old female Sprague-Dawley rats were purchased from Charles River Laboratories (Wilmington, MA) and maintained for an additional eight weeks. Rats were housed on a 12-hour light-dark cycle and provided standard rat chow and water ad libitum. At sixteen weeks (Final Weights: 256.43±5.19 g), rats were euthanized by decapitation after CO_2_ inhalation.

### Tendon fibroblast isolation and cell culture

Tendon-derived fibroblasts utilized in this study were from a previous investigation [8]. Briefly, Achilles tendons were rinsed with sterile PBS, minced, placed in DMEM containing 0.2% type I collagenase, and incubated in a 37°C shaking water bath for four hours. After digestion, the cell suspension was filtered through a 100μm mesh filter, pelleted by centrifugation, and resuspended in 5.5mM glucose DMEM containing 10% FBS, 1% sodium pyruvate (Sigma, St. Louis, MO), and 1% penicillin/streptomycin (Thermo Scientific, Waltham, MA). Samples were then plated in 100mm collagen-coated dishes. After reaching confluency, tendon fibroblasts were split and seeded (100,000 cells) in 100mm collagen-coated culture plates. Each donor animal’s (n = 5) tendon fibroblasts were treated separately with 200μg/ml of BSA-Control or AGE-BSA for 48 hours for downstream paired DESeq2 analysis. Tendon fibroblasts treated at passages 2–4 were used for RNA isolation and RNA-sequencing (RNAseq).

### Age preparation

Details on the preparation of AGEs have been reported previously [8, 15]. Briefly, sterile filtered 30% BSA solution (Sigma, St. Louis, MO) was incubated with 70mM glycolaldehyde dimer (Sigma) in sterile PBS for three days at 37°C. After incubation, the AGE product was dialyzed against sterile PBS for 24 hours at 4°C using gamma-irradiated 10kDa cut-off cassettes (Thermo Scientific, Waltham, MA) to remove unreacted glycolaldehyde. Unmodified control BSA was prepared similarly, without the addition of glycolaldehyde dimer. Protein concentration was determined by BCA assay (Thermo Scientific) and absence of endotoxin (<0.25Eu/ml) was confirmed via the LAL gel-clot assay (GenScript, Piscataway, NJ).

The extent of BSA modification was confirmed by fluorescence, absorbance, and loss of primary amines [15–18]. AGE-BSA and Control-BSA were diluted to 1mg/ml in PBS and fluorescent spectra and absorbance were recorded at 335nm excitation/420nm emission and 340nm, respectively (Molecular Devices, San Jose, CA). For determination of loss of primary amines AGE-BSA and Control-BSA were diluted to 0.2mg/ml in PBS. An equal volume of ortho-phthalaldehyde solution (Sigma) was added and fluorescent spectrum was recorded at 340nm excitation/455nm emission (Molecular Devices). Absorbance readings were completed to determine the extent of glycation. AGE-BSA showed increased glycation with absorbance readings of 0.682 AU compared to 0.01 AU for control BSA. AGE-BSA primary amine terminals underwent complete modification (-0.03% accessible amine terminals remaining), while control BSA retained 81.48% of accessible amine terminals. Negative values were interpreted as zero, and extent of modification was similar to previous reports [15].

### RNA sequencing

Total RNA was isolated as previously described [8]. Briefly, RNA was isolated after BSA-Control or AGE-BSA treatment using the Direct-zol RNA Miniprep kit (Zymo Research, Irvine, CA). On-column DNase digestion was completed on all samples before elution of RNA. Total RNA from BSA-Control (n = 5) and AGE-BSA (n = 5) treated tendon fibroblasts was submitted to the Purdue University Genomics Core Facility (West Lafayette, IN) for PolyA^+^ library construction. The integrity of input total RNA was assessed using a Bioanalyzer RNA Nano chip (Agilent 2100, Santa Clara, CA). Libraries from 500ng of input total RNA were constructed as directed by the Nugen Universal Plus mRNA-Seq + UDI kit (PN#9144–96), but the RNA fragmentation time was decreased from 8 minutes to 4 minutes. Final library products were subjected to a 0.7 Ampure:1 Sample ratio purification to reduce lower molecular weight amplicons. The resulting libraries were assessed with an Agilent DNA High Sensitivity Chip for yield and quality and sequenced by Novogene (Sacramento, CA). Ten libraries were pooled and evenly distributed across a single HiSeq lane to generate ~40,000,000 2X150bp reads on the HiSeq 4000 platform (Illumina, San Diego, CA).

### Bioinformatics

RNAseq raw data set quality and analysis was completed using Basepair software (New York, NY) pipelines. Reads were first aligned to the transcriptome derived from rn6 genome assembly using STAR with default parameters [19]. Next, read counts for each transcript were measured using featureCounts, and differentially expressed genes were determined using DESeq2 using a paired analysis [20, 21]. An adjusted p-value cut-off of 0.05 (corrected for multiple hypotheses testing) was used. Finally, GSEA was performed on normalized gene expression counts, using gene permutations for calculating p-value. A log_2_ fold change cut-off of 1.5 was enforced.

### Descriptive pathway profiling

To preserve unbiased gene target selection and maintain a hypothesis-driven pathway selection, GeneGlobe (Qiagen, Hilden, Germany) pathway database was utilized to complete a descriptive approach to pathway analysis. We generated heat maps based on GeneGlobe RT^2^ profiler arrays independent of whether those gene targets were significantly altered in our dataset. Gene targets in the RT^2^ profilers but not in our dataset were excluded from heat maps. The percentage of significantly altered genes, both increased and decreased, was calculated based on the number of total genes included in each pathway’s respective heat map to rank the most implicated pathways. This systematic approach was employed to maintain an objective view of the global data.

### Pathway analysis

RNAseq data were imported into Ingenuity Pathway Analysis (IPA, Qiagen) to determine select pathways and biological functions that were altered in response to AGE-BSA treatment.

## Results and discussion

### Overview

A total of 2,159 genes within our data set met the criteria of q<0.05 and fold change of greater than or less than 1.5 (log_2_ fold change greater than or less than 0.584). 

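Achilles tendon fibroblasts, the resident collagen-making cells of the tendon, were taken from 5 female Sprague-Dawley rats at 16 weeks of age, and the cells of each donor were treated with both BSA-Control and AGE-BSA. AGE-BSA is bovine serum albumin modified with glycolaldehyde, a model of the advanced glycation end-products that build up in diabetes, and BSA-Control is the same protein left unmodified. Both were given at 200 μg/ml for 48 hours in 5.5 mM glucose medium, to cells at passages 2 to 4. The 10 poly(A) libraries, 5 per treatment, were made from 500 ng of total RNA. The paper states about 40000000 read pairs of 150 bp from a single lane. Counts per library were not analysed here, so the depth behind each fold change is unknown. According to the paper, reads were aligned to the rn6 assembly with STAR, counted with featureCounts and compared with DESeq2 as pairs within each donor.
The authors' deposited table holds the outcome of that comparison for 17306 genes, as a log2 fold change of AGE-BSA against BSA-Control, a p-value and an adjusted p-value (q). A fold change and p-value stand in the authors' deposited table for 14164 genes, and a q-value for 12807, which are called the tested genes here. Benjamini-Hochberg adjustment of their p-values gave q-values within 1.46e-12 of those in the authors' deposited table. The table carries no standard error. The error given beside each fold change was therefore worked back from the fold change and the p-value in the authors' deposited table, with p taken as a two-sided Wald test, and is called the implied standard error. Genes were counted as altered at the thresholds of the paper, q under 0.05 and a fold change over 1.5. Gene lists for 38 pathways and 10 other cell types were fixed before the data were examined, but after the text, Table 1 and heat maps of the paper had been read. The members of each list past the thresholds were set against all other tested genes with Fisher's exact test (two-sided), and the signed z of all members with the cameraPR set test of limma at a preset correlation of 0.01. Both were adjusted by Benjamini-Hochberg over all lists. With no values per library in use, no correlation between genes could be estimated and no donor could be left out.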

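In the authors' deposited table, 1866 of the 12807 tested genes had q under 0.05 in the authors' DESeq2 test and a fold change over 1.5, or 14.6% of them. Of these, 869 were higher and 997 lower with AGE-BSA. These counts are below the 2159, 1046 and 1113 that the paper gives at the same stated thresholds. The difference is described under the differences from the paper's values. Large decreases outnumbered large increases. By the authors' deposited table, 93 of the lower genes lay under -3 on the log2 scale and 36 of the higher genes over 3. The increases with the smallest q were those of Selenop, which encodes the selenium transport protein selenoprotein P, with a log2 fold change in the authors' deposited table of 2.16 (implied standard error 0.16, q = 9.69e-39), and Itm2c, at 0.90 (implied standard error 0.07, q = 1.49e-36). Ephx1 and Ifi27 are also among the 10 increases with the smallest q, as are Thnsl2, Slc8b1, Pinlyp, Ankrd13d, P2rx4 and Calr3, which had log2 fold changes in the authors' deposited table of 1.16, 0.93, 2.95, 1.86, 0.64 and 1.13 and implied standard errors from 0.06 to 0.28. The decreases with the smallest q included many genes of cell division. Bub1, a kinase of the spindle checkpoint, had a log2 fold change in the authors' deposited table of -3.00 (implied standard error 0.16, q = 2.57e-78). Dlgap5 and Ckap2, which encode spindle proteins, stood in the authors' deposited table at -2.56 and -2.30, Pttg1, which encodes securin, at -3.76, and Sgo2, a guardian of centromere cohesion, at -3.14. Stmn1, Arhgap11a, Cenpn and Prr11 had log2 fold changes of -2.60, -2.51, -2.17 and -3.53 in the authors' deposited table, and the amino acid transporter gene Slc38a1 of -1.35.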

One thousand forty-six genes were significantly increased, and 1,113 were significantly decreased (Fig 1).

**Fig 1:**
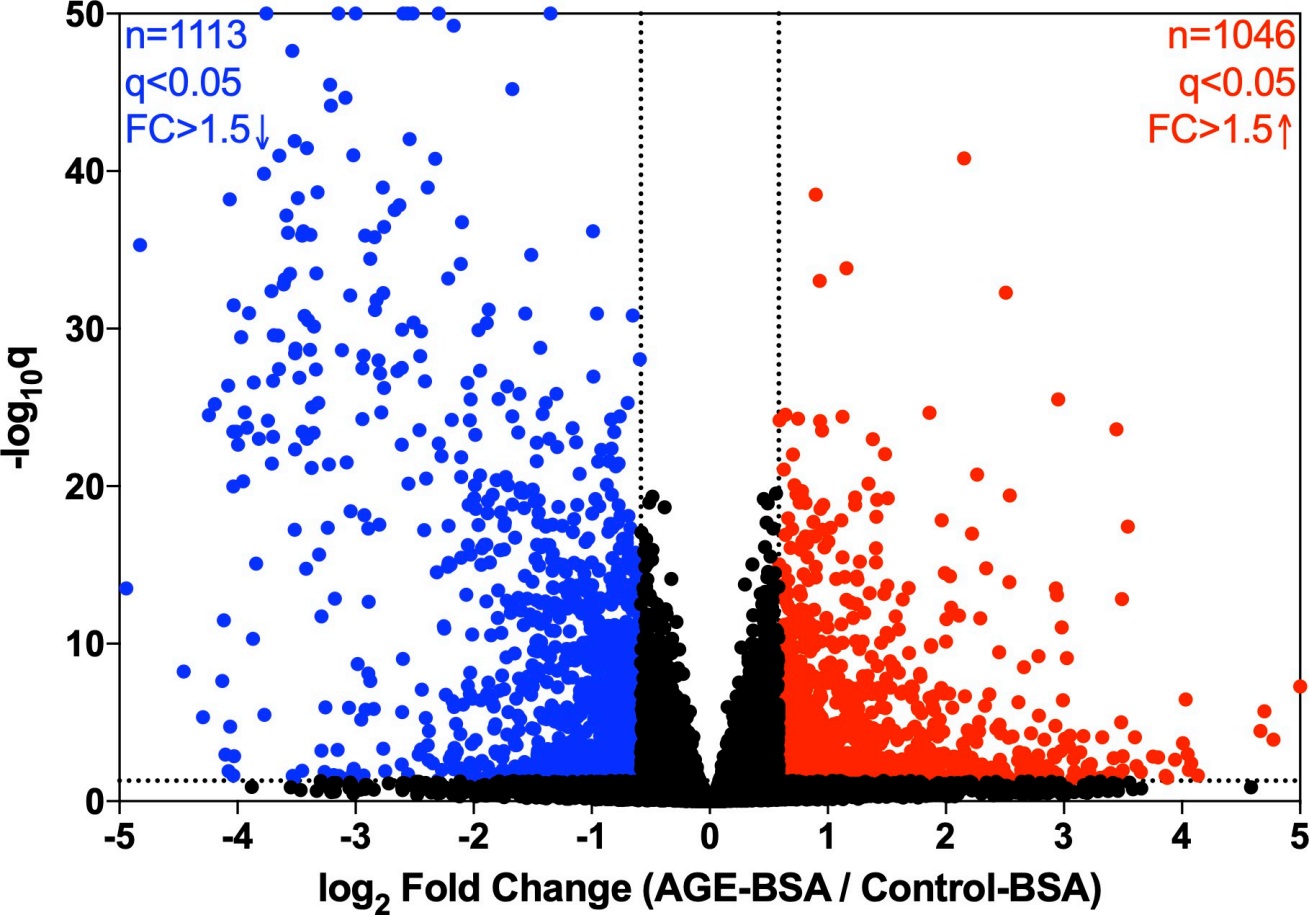
Volcano plot overview of RNA sequencing results. Each point represents a single gene target. Red (n = 1046) indicates significant increase in gene expression. Blue (n = 1113) indicates significant decrease in gene expression. Black (n = 10,648) indicates gene targets that were either unaltered or did not meet our thresholds of q<0.05 and fold change of greater that 1.5 or less than -1.5.

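The volcano plot covers changes of unequal precision. The implied standard error of the log2 fold change in the authors' deposited table had a median of 0.153 over the tested genes, and reached 0.893 at the 90th percentile. Among genes past both thresholds in that table, the median was 0.24 for the 869 higher and 0.206 for the 997 lower genes. These are fewer genes than the plot counts as increased and decreased. At the far ends the sides parted. The median implied standard error was 1.11 for increases over 3 on the log2 scale and 0.341 for decreases under -3. By the authors' deposited table, another 2429 genes had q under 0.05 with a fold change under 1.5, so that 4295 genes, 2125 higher and 2170 lower, passed on q alone. The median log2 fold change of all tested genes in the authors' deposited table was 0.01, which depends on the size factors of the authors' normalization.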

### Most affected gene targets

The top ten increased, and the top ten decreased gene targets within our data set were identified based on our log_2_ fold change and adjusted p-value thresholds. The top ten increased gene targets in order of highest to lowest positive log_2_ fold change were Cyp1a1, Pipox, Btc, Slc22a14, Tbxas1, Itgb2, Slc13a3, Cldn1, Ncf1, and Tnfrsf17 (Table 1). 

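Cyp1a1, a xenobiotic-metabolising cytochrome P450 and the best known target of the aryl hydrocarbon receptor, had the largest increase, with a log2 fold change in the authors' deposited table of 7.07 (implied standard error 1.30, q = 6.77e-07). Of 6 tested target genes of that receptor, 4 were higher in the authors' deposited table and none was lower (none at an unadjusted p under 0.05 either). Adjusted over the list alone, the counts were 5 higher and 0 lower. The list was drawn up after the paper's Table 1, with Cyp1a1 at its head, had been read, so its tests were repeated with the genes of that table left out. With Cyp1a1, the list rose in the set test (cameraPR, adjusted p = 0.00593), and its members passed the thresholds upward more often than other genes (Fisher's exact test, adjusted p = 0.00242). Without it, 3 of 5 were higher in the authors' deposited table, and the adjusted p was 0.0253 in the set test and 0.0197 in Fisher's exact test. After Cyp1a1, the members of the list past the thresholds in the authors' deposited table were Nqo1, at 1.53 (implied standard error 0.25, q = 2.16e-08), Ugt1a6, at 1.09 (implied standard error 0.20, q = 1.33e-06), and Cyp1b1, at 0.79 (implied standard error 0.25, q = 0.00641). Nqo1 is also an NRF2 target, and Ugt1a6 shares exons with other genes of its family, so that its counts are uncertain. The other leading increases had wide errors too. Itgb2 and Tbxas1, expressed mainly in leukocytes and platelets, had log2 fold changes in the authors' deposited table of 4.06 (implied standard error 1.59, q = 0.0342) and 4.08 (implied standard error 1.41, q = 0.0146). Btc, which encodes the growth factor betacellulin, stood in the authors' deposited table at 4.70 (implied standard error 0.99, q = 1.87e-05), and Cldn1, a tight junction gene, at 4.03 (implied standard error 0.79, q = 3.8e-06). Pipox, Slc22a14, Slc13a3 and Tnfrsf17 had implied standard errors, from the authors' deposited table, of 1.24, 1.13, 1.23 and 1.29 on fold changes of 4.78, 4.66, 4.05 and 3.94. Ncf1, which encodes the NADPH oxidase subunit p47phox, completed the 10 in the authors' deposited table, at 4.01 (implied standard error 1.08, q = 0.00119). Of these 10 increases, 9 had an implied standard error above the 90th percentile of all tested genes. None of 7 tested macrophage markers passed the thresholds in the authors' deposited table in either direction (1 of 14 with a p-value did so downward at an unadjusted p under 0.05, none upward; 0 higher and 0 lower when adjusted over the list alone).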

The top ten decreased gene targets in order of highest to lowest negative log_2_ fold change were Pimreg, Pmch, E2f7, Pbk, Parpbp, Ube2c, Troap, Cenpf, Cldn23, and Ccnb2 (Table 1).

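Of the 10 decreases, Ube2c, Ccnb2 and Cenpf are members of the mitosis list. All but Pbk and Cldn23 had a smaller implied standard error in the authors' deposited table than any of the 10 leading increases. Ube2c, which drives the destruction of cyclins at the end of mitosis, had a log2 fold change in the authors' deposited table of -4.19 (implied standard error 0.40, q = 7.41e-24), or 18.3-fold lower. Ccnb2, a cyclin of mitosis, was 16.9-fold lower in the authors' deposited table, at -4.08 (implied standard error 0.38, q = 5.44e-25), and Cenpf, a kinetochore gene, stood at -4.12 (implied standard error 0.59, q = 8.15e-11). Pimreg had the largest fall in the authors' deposited table, -4.94 (implied standard error 0.65, q = 1.01e-12). E2f7, an atypical E2F repressor, stood there at -4.45 (implied standard error 0.76, q = 8.8e-08), and Parpbp, an inhibitor of homologous recombination, at -4.24 (implied standard error 0.41, q = 3.47e-23). Pbk and Troap, both tied to the mitotic spindle, had log2 fold changes in the authors' deposited table of -4.29 and -4.13, with implied standard errors of 0.94 and 0.74. The others were Pmch, which encodes pro-melanin-concentrating hormone, at -4.83 (implied standard error 0.38, q = 1.49e-33) in the authors' deposited table, and Cldn23, a claudin, at -4.10 (implied standard error 1.25, q = 0.00498). An implied standard error above the 90th percentile of all tested genes was found for 2 of the 10, Pbk and Cldn23.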

**Table 1:** Most affected gene targets.

Gene	log_2_ Fold Change	q Value
Cyp1a1	7.07	6.77E-07
Pipox	4.78	7.59E-04
Btc	4.70	1.87E-05
Slc22a14	4.66	2.49E-04
Tbxas1	4.08	1.46E-02
Itgb2	4.06	3.42E-02
Slc13a3	4.05	4.78E-03
Cldn1	4.03	3.80E-06
Ncf1	4.01	1.19E-03
Tnfrsf17	3.94	9.65E-03
Pimreg	-4.94	1.01E-12
Pmch	-4.83	1.49E-33
E2f7	-4.45	8.80E-08
Pbk	-4.29	3.99E-05
Parpbp	-4.24	3.47E-23
Ube2c	-4.19	7.41E-24
Troap	-4.13	3.23E-07
Cenpf	-4.12	8.15E-11
Cldn23	-4.10	4.98E-03
Ccnb2	-4.08	5.44E-25

### Descriptive pathway profiling

A total of 21 GeneGlobe (Qiagen) pathways were explored. Pathway selection was based on the literature, hypotheses that we have explored previously, and hypotheses we plan to explore in future studies. Select pathways strongly associated with AGE/RAGE biology were also included. 

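Ager, which encodes RAGE, the best known receptor for AGEs, had a log2 fold change in the authors' deposited table of 0.0011 (implied standard error 0.29, q = 0.998), and was named after its value was seen. Of 15 tested genes for AGE-binding receptors and for glyoxalases, which clear the AGE precursor methylglyoxal, 1 was higher and 1 lower in the authors' deposited table (1 higher and 1 lower when adjusted over the list alone). The scavenger receptor gene Scarb1 was lower in the authors' deposited table, at -0.88 (implied standard error 0.18, q = 1.08e-05), and Scara5, a ferritin-binding scavenger receptor gene, was higher, at 0.59 (implied standard error 0.16, q = 0.0018). Scarb2, a lysosomal membrane protein gene, and Prkcsh had q under 0.05 in the authors' deposited table with fold changes under 1.5, at 0.42 (implied standard error 0.10, q = 0.000197) and 0.19 (implied standard error 0.06, q = 0.00541). The list did not differ from other genes in the set test (cameraPR, adjusted p = 0.71, direction up), with a median log2 fold change of 0.02 and a mean of -0.0021, of opposite sign.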

Pathways were ranked strictly based on the percentage of significantly altered genes within that respective pathway. Pathways explored, in order from most to least implicated, were cell cycle (51.2%, Fig 2), extracellular matrix (ECM) and tenogenic markers (48.4%, Fig 3), DNA damage (40.3%, Fig 4), cellular senescence (39.2%, Fig 5), p53 signaling (38.7%, Fig 6), TGF-β signaling (32.4%, Fig 7), fibrosis (29.2%, Fig 8), oxidative stress (28.1%, Fig 9), wound healing (23.8%, Fig 10), growth factors (21.9%, Fig 11), transcription factors (20.6%, Fig 12), cytoskeleton (16%, Fig 13), cytokines (14.9%, Fig 14), innate and adaptive immunity (13.2%, Fig 15), NF-κB signaling (11.3%, Fig 16), cellular stress responses (10%, Fig 17), mitochondria (9.5%, Fig 18), apoptosis (8.5%, Fig 19), glycosylation (8.2%, Fig 20), inflammasomes (7.8%, Fig 21), and mitochondrial energy metabolism (2.6%, Fig 22). 

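Of the 1451 heat map entries, which stand for 999 genes, 334 passed both thresholds in the authors' deposited table, and the split by direction differed between pathways. In the cell cycle heat map, 37 of 82 genes were lower and 5 higher in the authors' deposited table. In the DNA damage heat map, 26 of 72 were lower and 3 higher. ECM and tenogenic markers were mixed, with 20 of 64 lower and 11 higher in the authors' deposited table. Cellular senescence had 20 lower and 11 higher of 79 genes in the authors' deposited table, and p53 signaling 20 lower and 9 higher of 75. Oxidative stress ran the other way, with 14 of 64 genes higher and 4 lower in the authors' deposited table. For innate and adaptive immunity, 7 of 53 were higher and none was lower. More genes were lower than higher in 14 of the 21 pathways by the authors' deposited table, and more were higher than lower in 5. For comparison, 14.6% of all tested genes passed the thresholds in the authors' deposited table. Without the fold-change threshold, the DNA damage heat map had the largest share of genes with q under 0.05, 65.3%, and the cell cycle heat map 63.4%. The gene names were read from the printed heat maps, so these are tallies with no test, and many genes stand in several heat maps.

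**Figure D1:**
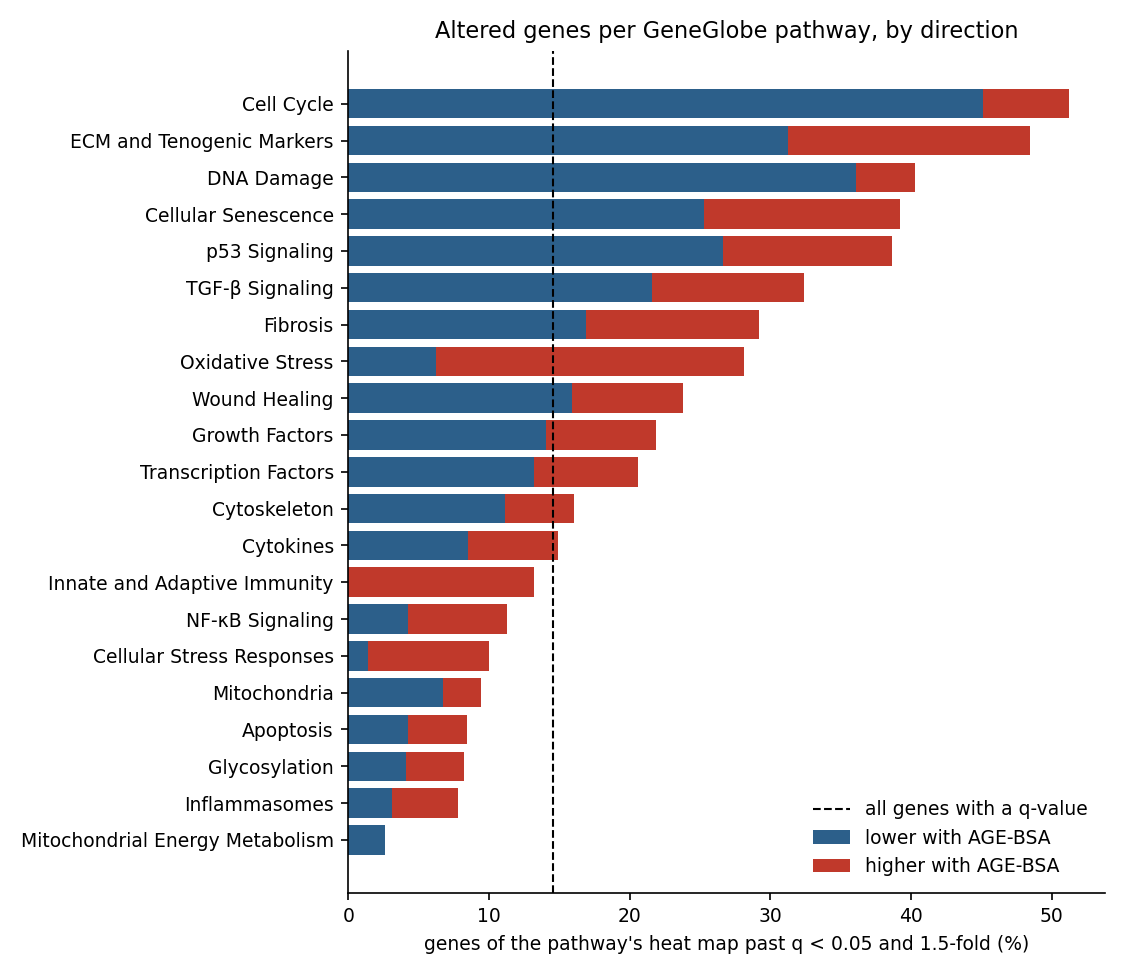
Share of each heat map's genes (%, horizontal axis) past q under 0.05 and a fold change over 1.5 in the authors' deposited table, for the 21 GeneGlobe pathways (vertical axis). Blue bars are genes lower with AGE-BSA and red bars genes higher, and the dashed line marks the 14.6% of all tested genes. Cell cycle and DNA damage are mostly blue, with 37 and 26 lower genes, and oxidative stress mostly red, with 14 higher genes.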

Pathways, listed in order of most implicated and respective figure numbers for heat maps, are summarized in Table 2.

**Fig 2:**
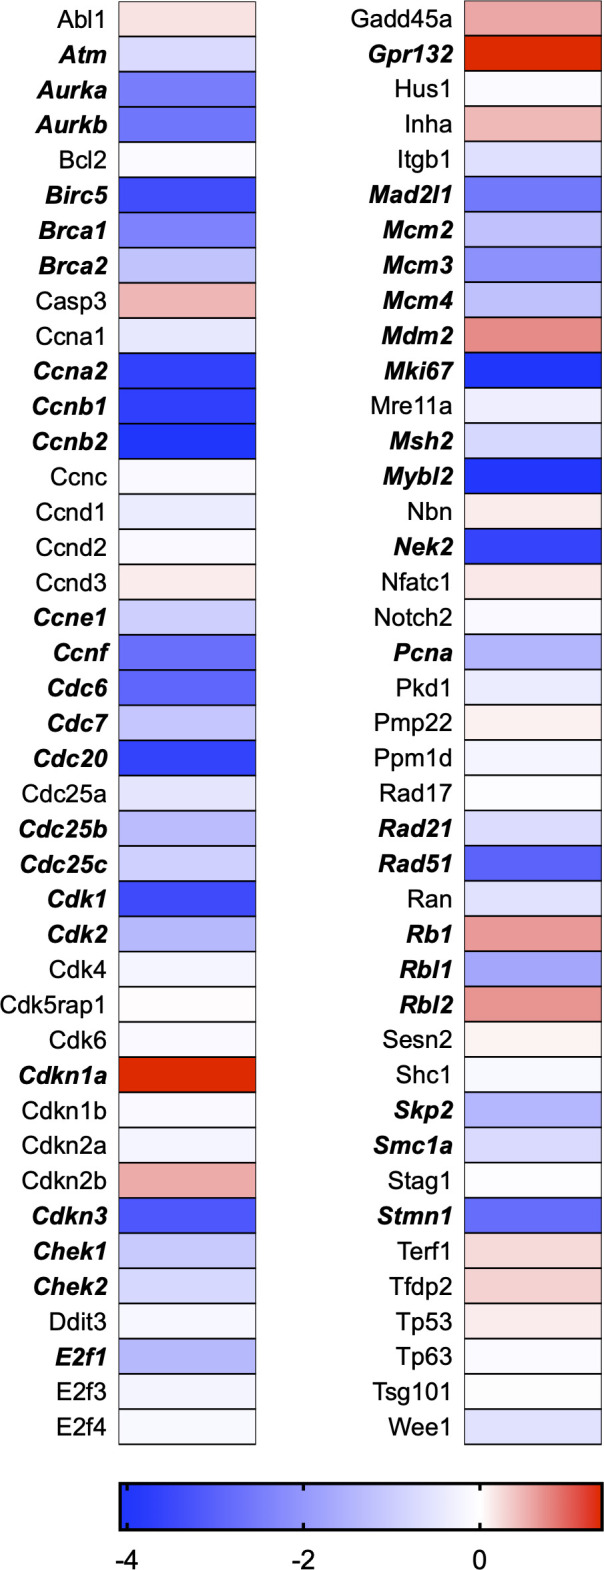
Cell cycle heat map. Bold text indicates significantly altered gene targets.

**Fig 3:**
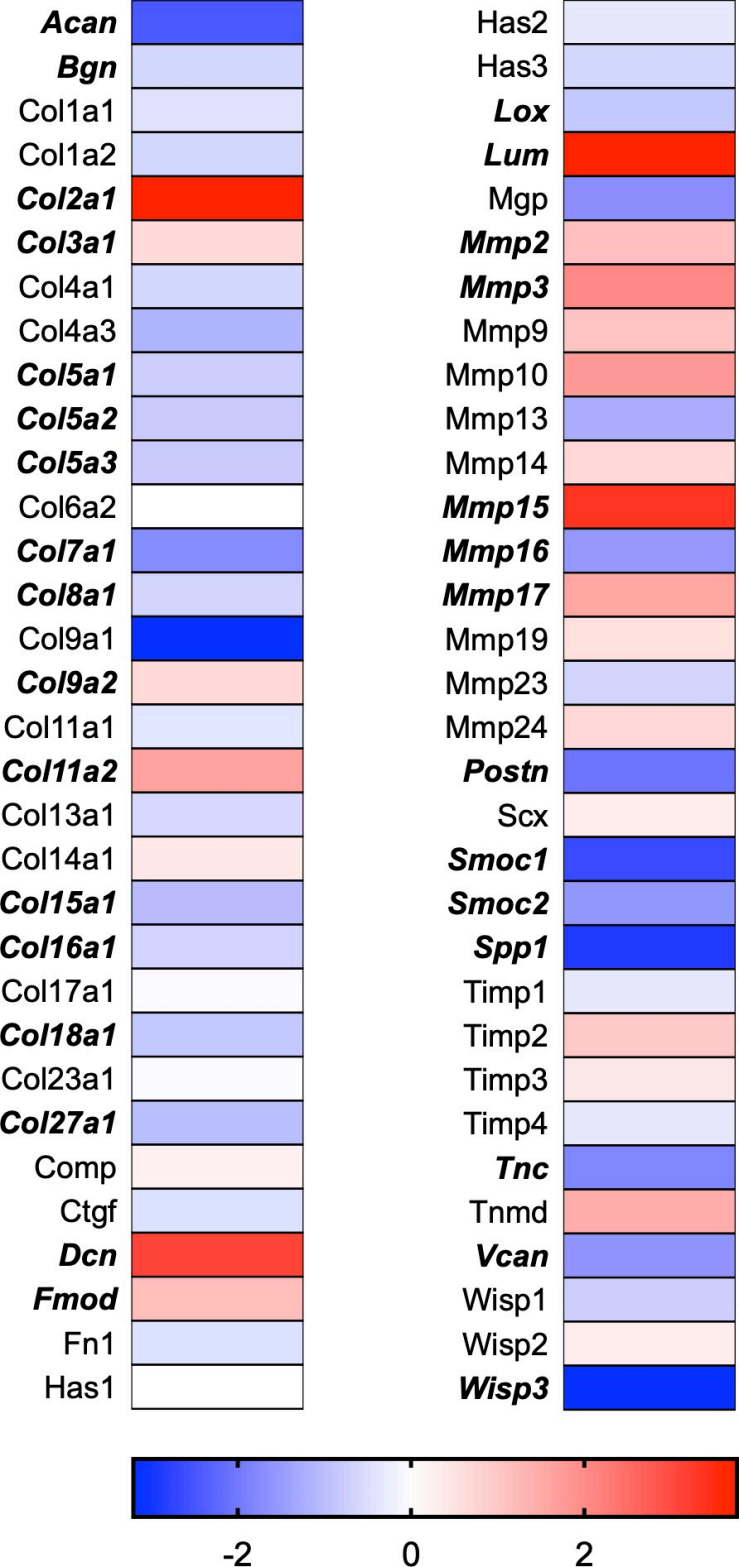
ECM and tenogenic markers heat map. Bold text indicates significantly altered gene targets.

**Fig 4:**
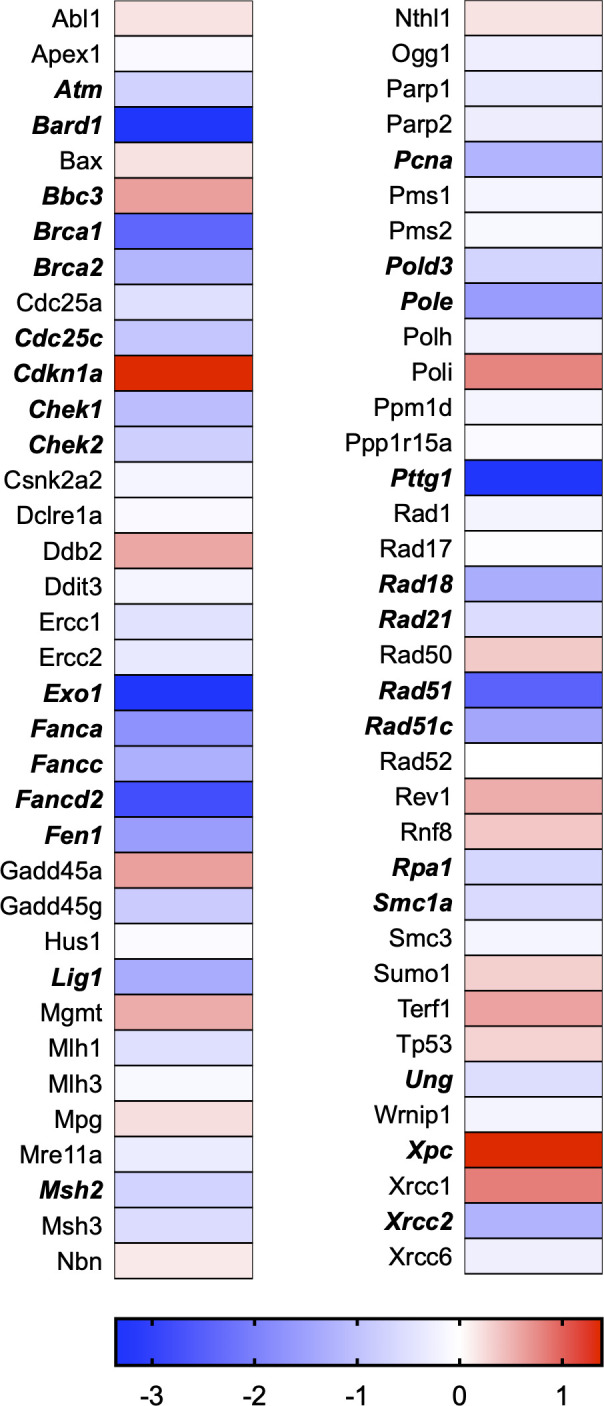
DNA damage heat map. Bold text indicates significantly altered gene targets.

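Genes of homologous recombination and of the Fanconi anemia pathway, which repair double-strand breaks and crosslinks mainly during S and G2 phases, were lower with AGE-BSA. Of 22 tested genes, 15 were lower in the authors' deposited table and none was higher, in the authors' DESeq2 test or at an unadjusted p under 0.05 with the same fold threshold (0 higher and 15 lower when adjusted over the list alone). The list fell in the set test (cameraPR, adjusted p = 5.28e-17), with a median log2 fold change of -1.46, and its members passed the thresholds downward more often than other genes (Fisher's exact test, adjusted p = 5.04e-11). Exo1, an exonuclease of end resection, had a log2 fold change in the authors' deposited table of -3.33 (implied standard error 0.27, q = 8.34e-32), and Brca1 of -2.41 (implied standard error 0.22, q = 2.92e-25). Rad54l, a DNA translocase of strand exchange, stood in the authors' deposited table at -2.45 (implied standard error 0.22, q = 8.57e-27), and Fancd2, the central protein of the Fanconi pathway, at -2.79 (implied standard error 0.26, q = 9.93e-26).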

**Fig 5:**
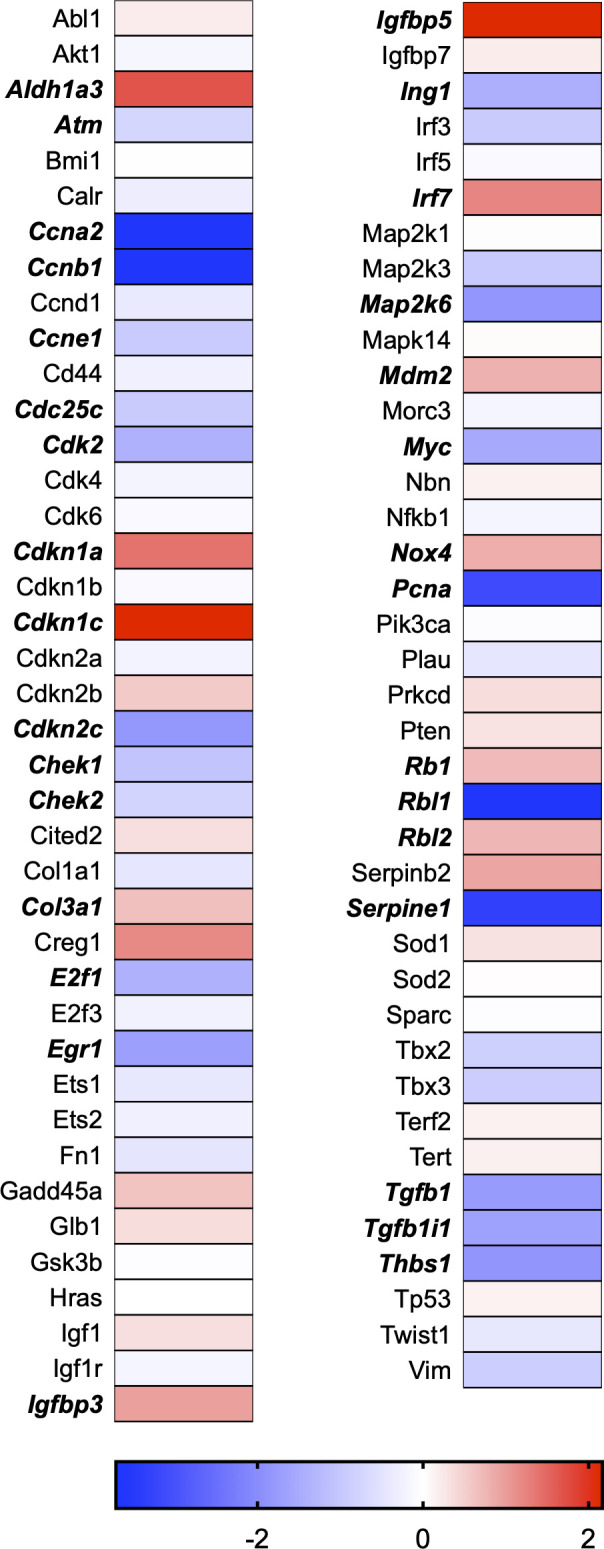
Cellular senescence heat map. Bold text indicates significantly altered gene targets.

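CDK inhibitors and pocket proteins, the brakes on entry into the cell cycle, moved in both directions. Cdkn1a, which encodes p21, had a log2 fold change in the authors' deposited table of 1.38 (implied standard error 0.14, q = 9.3e-22), and Rbl2, which encodes the pocket protein p130, of 0.74 (implied standard error 0.11, q = 1.74e-10). Rbl1, the gene of the related p107, was lower in the authors' deposited table, at -1.60 (implied standard error 0.17, q = 1.66e-18), as was Cdkn2c, which encodes p18, at -1.84 (implied standard error 0.20, q = 2.27e-18). Of the 9 tested genes, 4 were higher and 2 lower in the authors' deposited table (4 higher and 2 lower when adjusted over the list alone). The set test gave no shift of the list (cameraPR, adjusted p = 0.385), while its share of higher genes was above that of other genes (Fisher's exact test, adjusted p = 0.0135). Cdkn1c, which encodes p57, and Rb1 made up the higher genes, at 2.16 (implied standard error 0.42, q = 2.55e-06) and 0.71 (implied standard error 0.13, q = 1.24e-06) in the authors' deposited table, and were named after their values were seen. Genes of the senescence-associated secretory phenotype did not shift as a group (cameraPR, adjusted p = 0.673). Of 28, 4 were higher and 3 lower in the authors' deposited table (4 higher and 3 lower when adjusted over the list alone). Among them, Igfbp3, an IGF-binding protein gene, was higher in the authors' deposited table, at 0.96 (implied standard error 0.23, q = 0.000239).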

**Fig 6:**
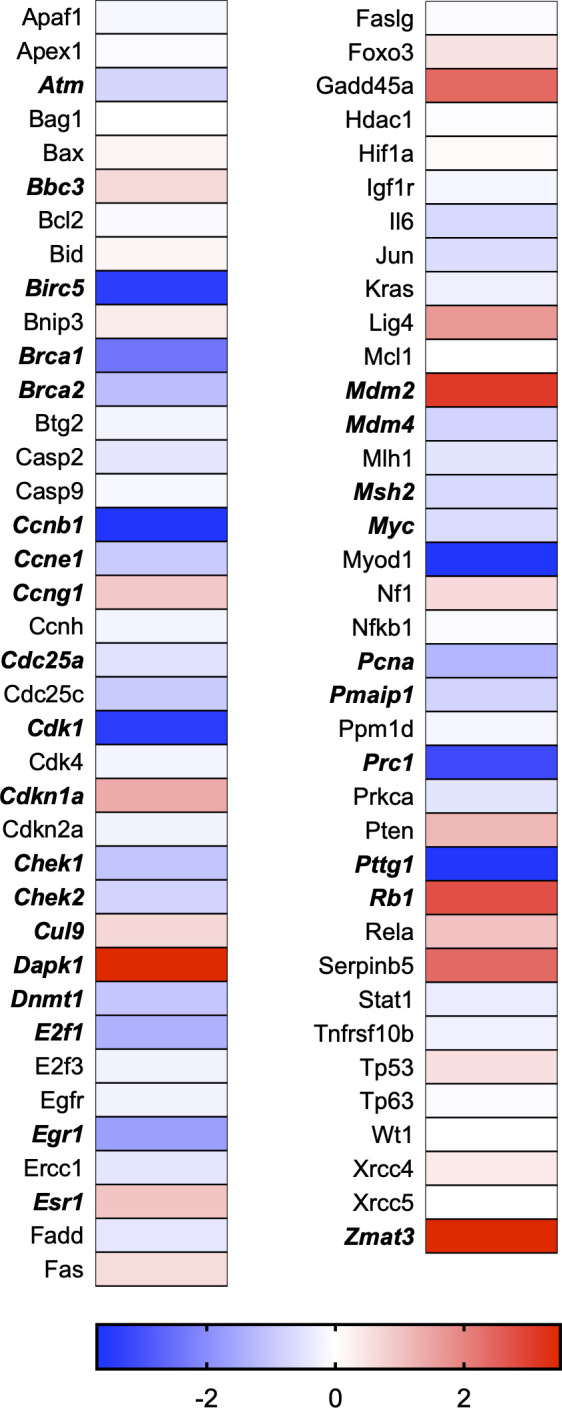
p53 signaling heat map. Bold text indicates significantly altered gene targets.

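Of 26 tested target genes of p53, 11 were higher and 1 lower with AGE-BSA in the authors' deposited table (12 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.58. Beside Cdkn1a, Phlda3, an inhibitor of Akt signaling, was higher in the authors' deposited table, at 0.70 (implied standard error 0.08, q = 2.62e-16), and so was Ei24, at 0.59 (implied standard error 0.07, q = 3.58e-14). The single lower gene was Pmaip1, which encodes the pro-apoptotic protein Noxa, at -0.81 (implied standard error 0.08, q = 3.55e-22) in the authors' deposited table. Members passed the thresholds upward more often than other genes (Fisher's exact test, adjusted p = 4.65e-06), and the list rose in the set test (cameraPR on signed z, adjusted p = 2.39e-05). With the log2 fold change in place of z the set test missed the threshold (adjusted p = 0.0678). In the p53 signaling heat map itself, 20 of the 29 altered genes were lower in the authors' deposited table, and 14 of those stand also in the cell cycle heat map or in the mitosis, DNA replication and homologous recombination lists.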

**Fig 7:**
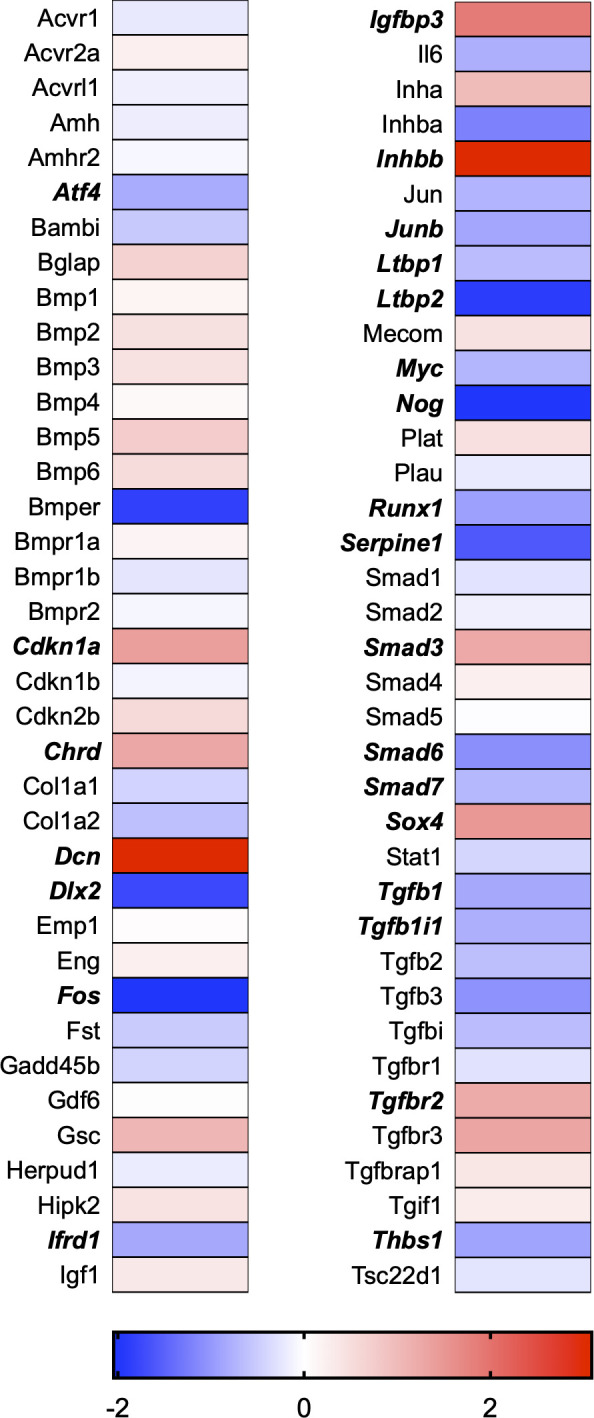
TGF-β signaling heat map. Bold text indicates significantly altered gene targets.

**Fig 8:**
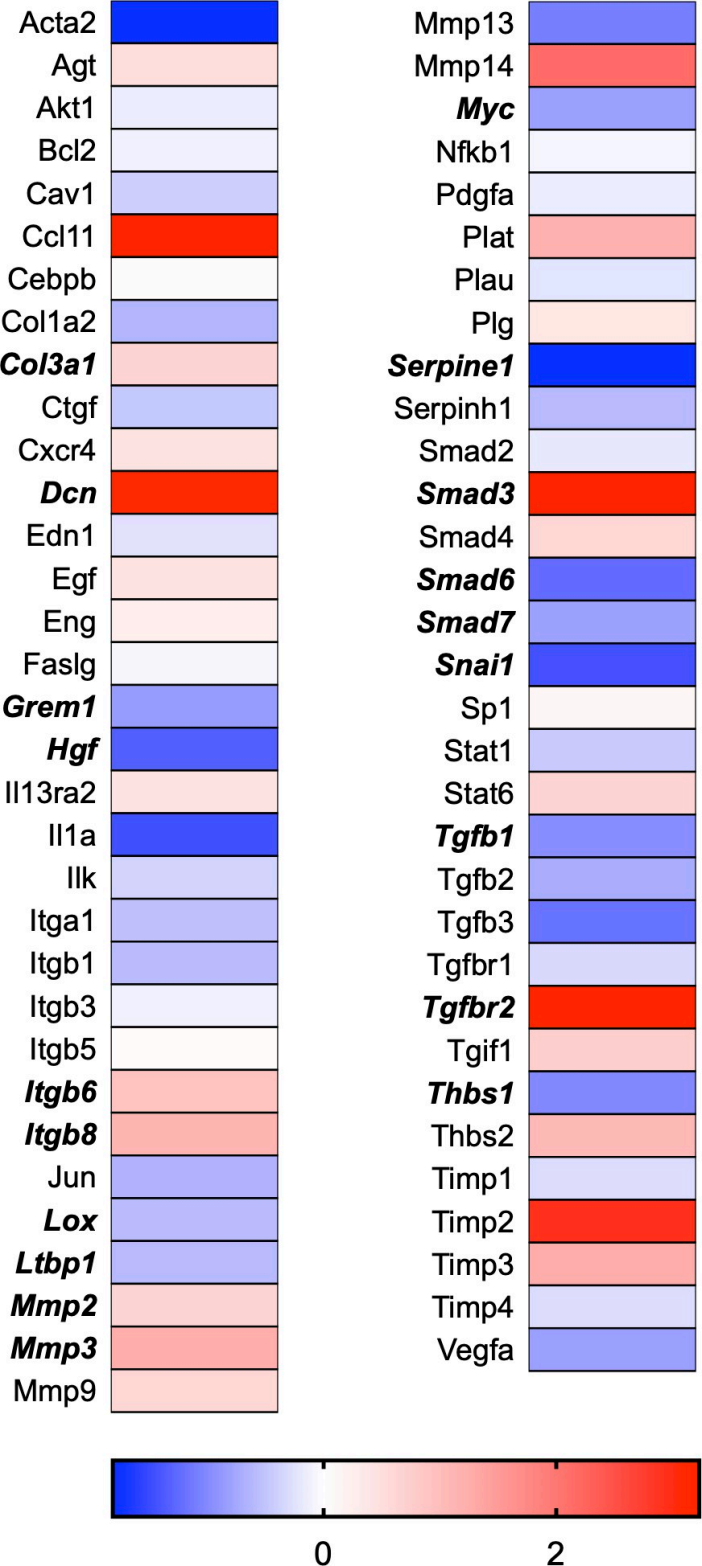
Fibrosis heat map. Bold text indicates significantly altered gene targets.

**Fig 9:**
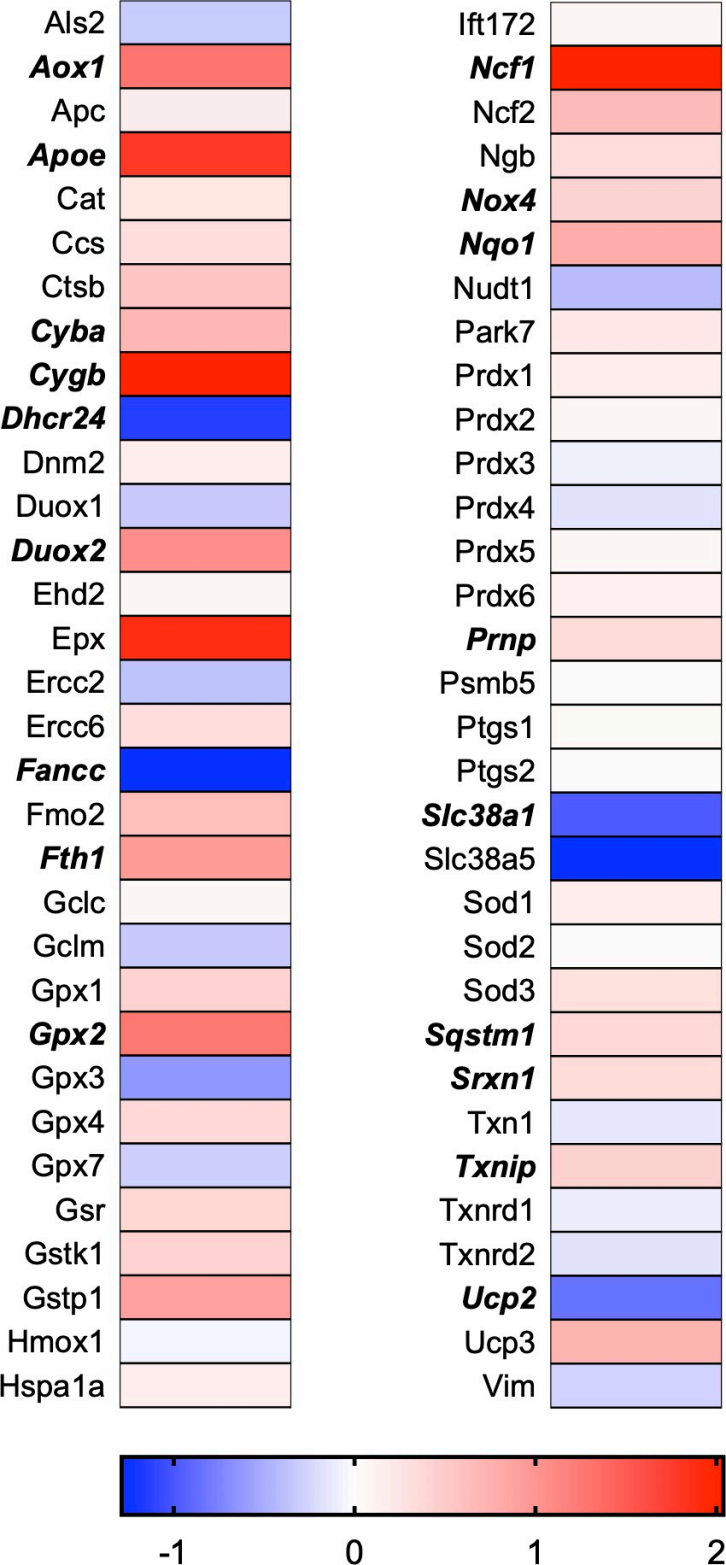
Oxidative stress heat map. Bold text indicates significantly altered gene targets.

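Target genes of NRF2, the transcription factor of the response to oxidants and electrophiles, were higher with AGE-BSA. Of 30 tested, 9 were higher and none was lower in the authors' deposited table (10 higher and 0 lower when adjusted over the list alone; none lower at an unadjusted p under 0.05 with the same fold threshold). Without the fold threshold, 13 were higher and 3 lower at q under 0.05, and 8 of the 30 had a negative log2 fold change. The list rose in the set test (cameraPR, adjusted p = 0.00203), and its share of higher genes was above that of other genes (Fisher's exact test, adjusted p = 0.00107). Ephx1, which encodes microsomal epoxide hydrolase, had a log2 fold change in the authors' deposited table of 2.51 (implied standard error 0.21, q = 1.22e-30), and Fth1, the ferritin heavy chain gene, of 0.94 (implied standard error 0.10, q = 1.63e-17). Gsta1 stood there at 0.98 (implied standard error 0.16, q = 3.99e-08), but may share reads with its close paralogs. NADPH oxidase subunits also had higher members, 4 of 7 with none lower in the authors' deposited table (5 higher and 0 lower when adjusted over the list alone; none lower at an unadjusted p under 0.05 in the authors' DESeq2 test). Beside Ncf1, Cyba, which encodes p22phox, stood in the authors' deposited table at 0.69 (implied standard error 0.08, q = 3.65e-15), Nox4 at 0.83 (implied standard error 0.25, q = 0.00386) and Duox2 at 1.05 (implied standard error 0.36, q = 0.0132). Their share of higher genes was above that of other genes (Fisher's exact test, adjusted p = 0.00451), a call lost on q alone (adjusted p = 0.074). The set test on z missed the threshold (cameraPR, adjusted p = 0.0594), unlike that on the log2 fold change (adjusted p = 0.00767). Ncf1, the highest value of the list at 4.01, stands in the paper's Table 1, which was read before the lists were drawn up. With the genes of that table left out, 3 of 6 were higher. The adjusted p was then 0.0293 in Fisher's exact test and 0.119 in the set test on z. None of 21 antioxidant enzyme genes passed both thresholds in the authors' deposited table, nor at an unadjusted p under 0.05 with the same fold threshold, and the list did not differ from other genes (cameraPR, adjusted p = 0.284). On q alone, 6 were higher and 2 lower. The leading members were Txnrd3, at 0.54 (implied standard error 0.09, q = 5.13e-09) in the authors' deposited table, Sod3, at 0.58, Gpx4, at 0.35, and Prdx1, at 0.30.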

**Fig 10:**
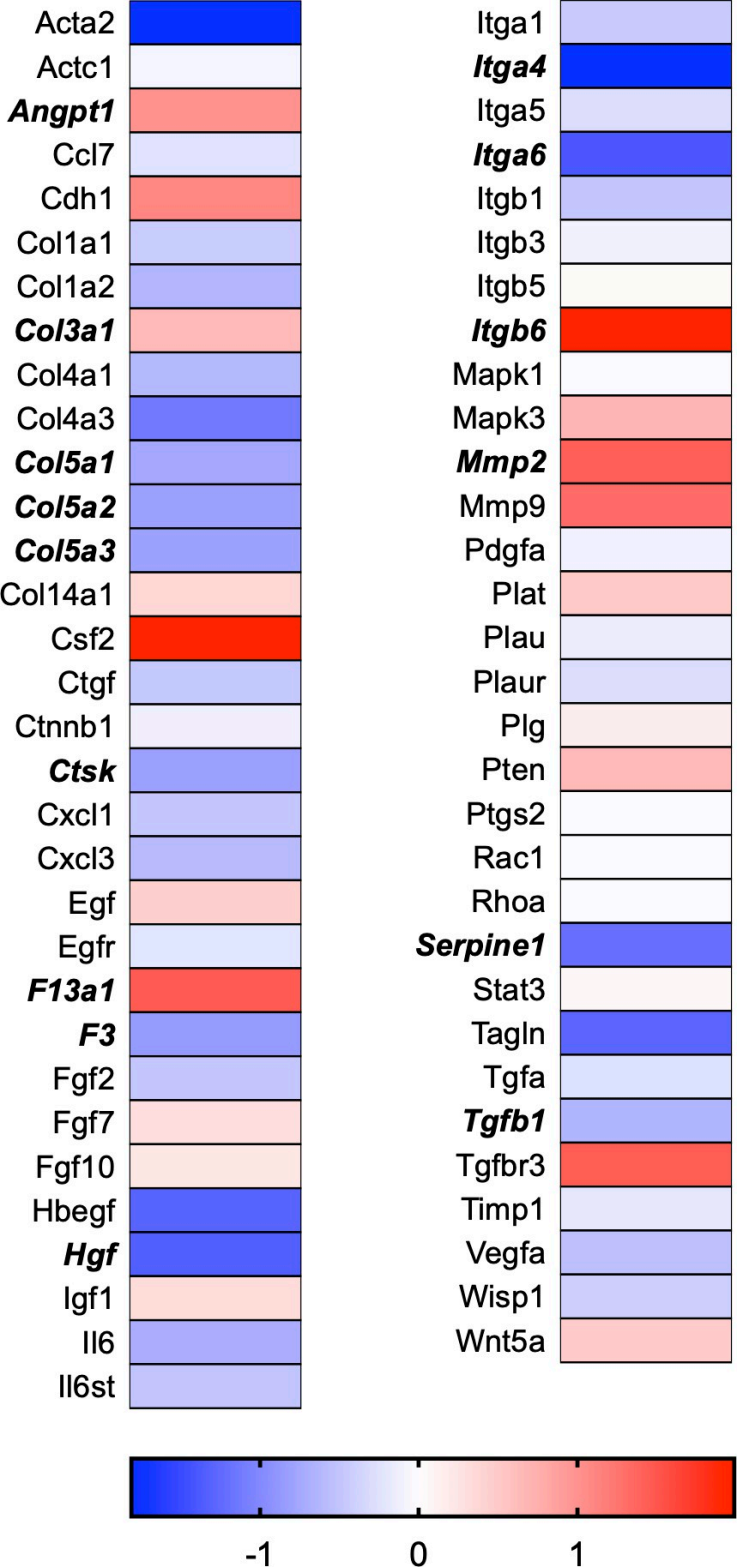
Wound healing heat map. Bold text indicates significantly altered gene targets.

**Fig 11:**
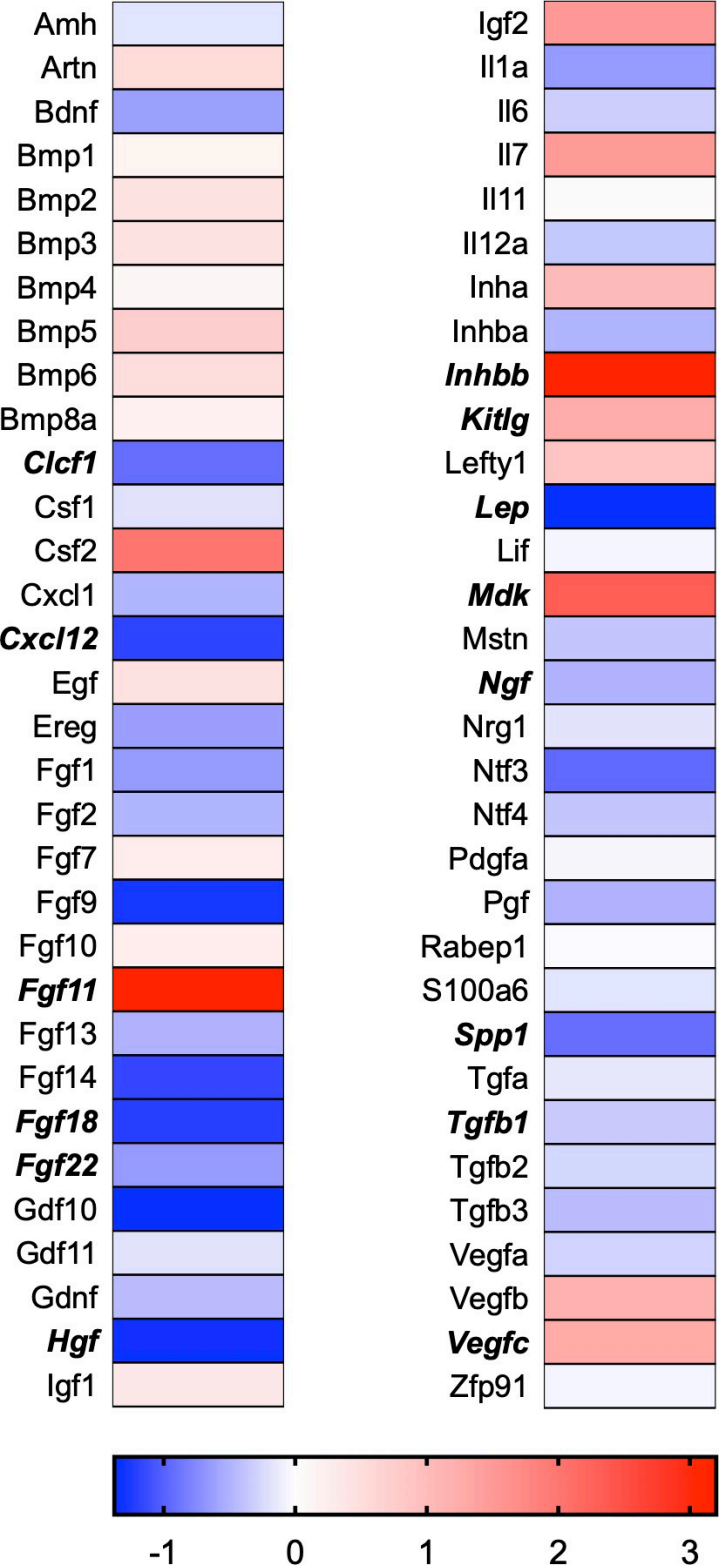
Growth factors heat map. Bold text indicates significantly altered gene targets.

**Fig 12:**
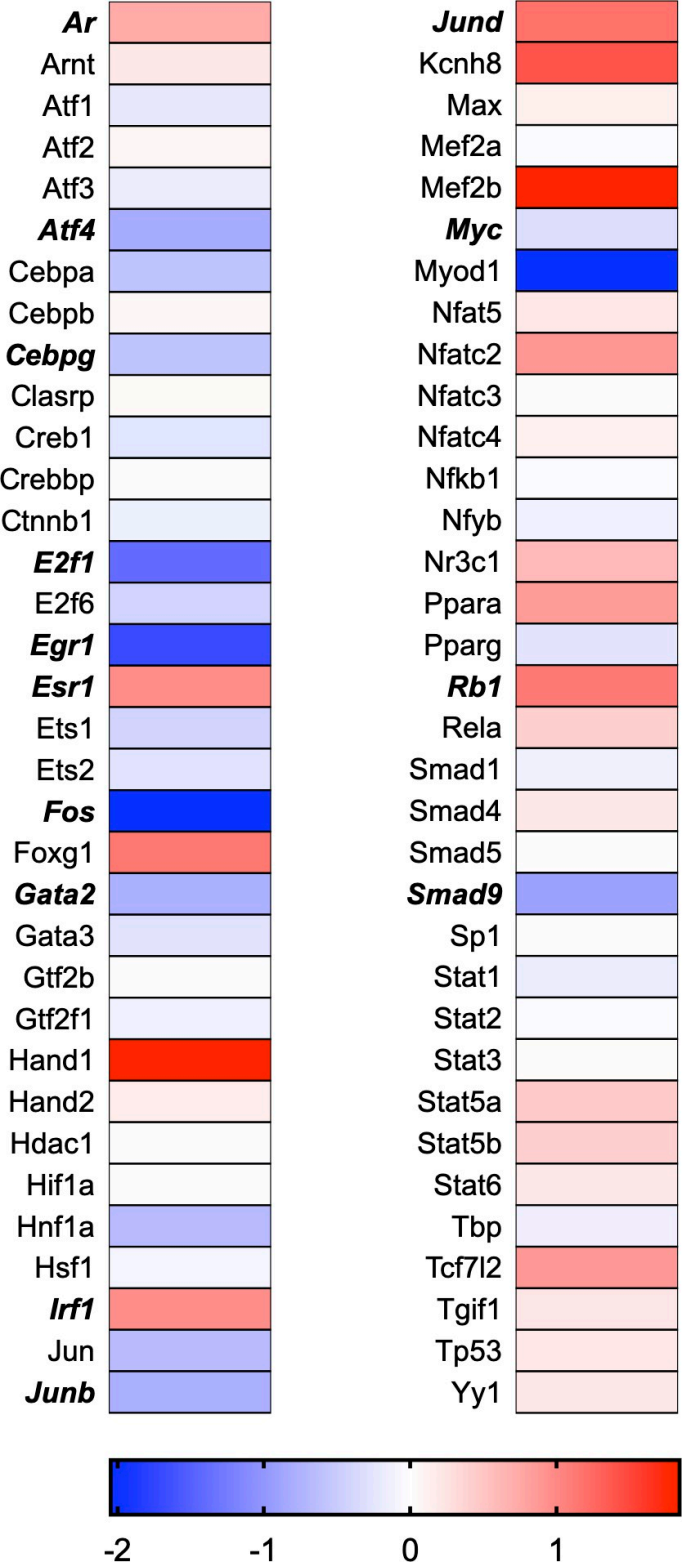
Transcription factors heat map. Bold text indicates significantly altered gene targets.

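Immediate early genes, mostly of transcription factors, which growth factors induce within minutes, were tallied as a list of their own. Of 22 tested, 6 were lower and 2 higher in the authors' deposited table (2 higher and 6 lower when adjusted over the list alone), and their share of lower genes was above that of other genes (Fisher's exact test, adjusted p = 0.0306). On q alone, without the fold threshold, it was not (adjusted p = 0.542, Fisher's exact test). Fos had a log2 fold change in the authors' deposited table of -2.05 (implied standard error 0.37, q = 6.16e-07), Egr1 of -1.70 (implied standard error 0.36, q = 2.03e-05), Ier2 of -1.18 (implied standard error 0.25, q = 3.42e-05) and Junb of -0.79 (implied standard error 0.14, q = 1.36e-07). The list as a whole did not shift in the set test (cameraPR, adjusted p = 0.28). Target genes of YAP and TAZ, which respond to matrix stiffness and cell shape, did not shift either (cameraPR, adjusted p = 0.517), with 1 of 18 higher and 3 lower in the authors' deposited table (2 higher and 3 lower when adjusted over the list alone). The most precise of the lower members was Nuak2, a kinase gene, at -0.83 (implied standard error 0.15, q = 3.21e-07) in the authors' deposited table. Myof and Fjx1 had q under 0.05 with fold changes under 1.5, at -0.44 and 0.33.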

**Fig 13:**
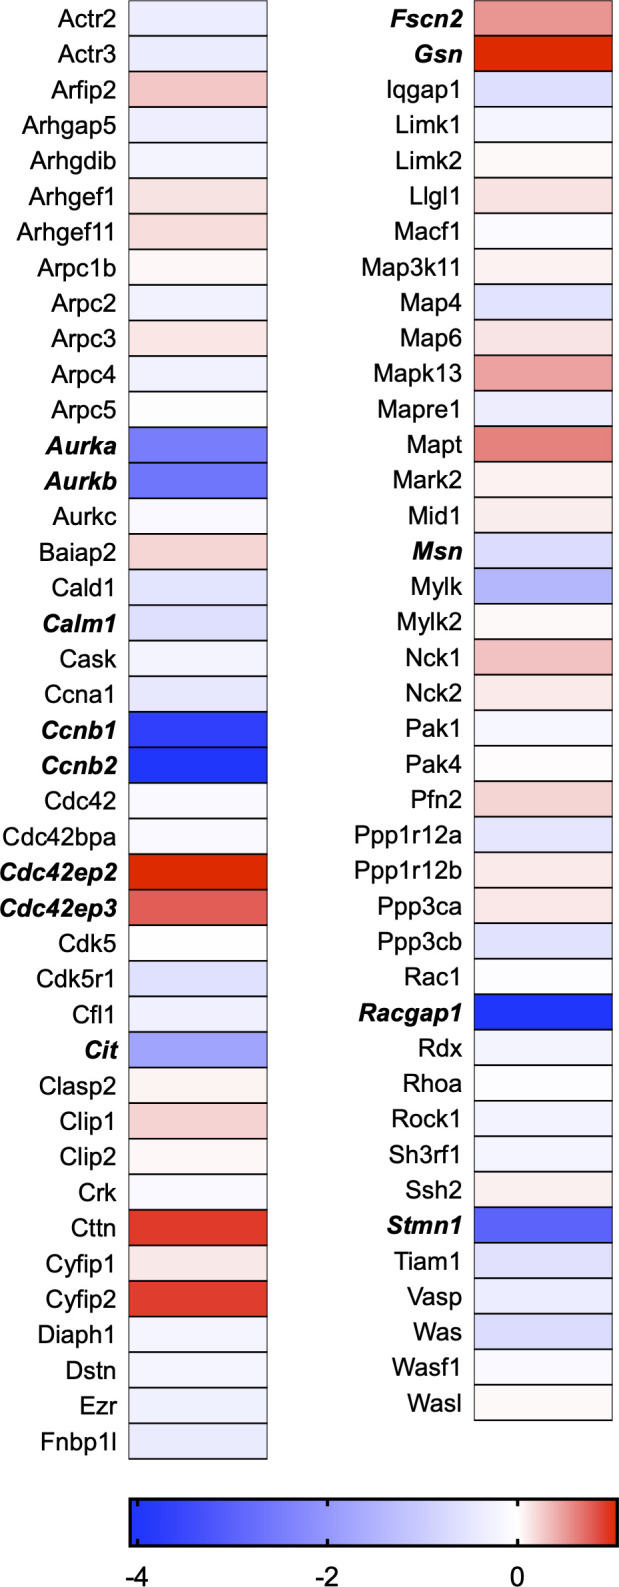
Cytoskeleton heat map. Bold text indicates significantly altered gene targets.

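Genes of actin filaments and contraction stood mostly below 0, at wide errors. Of 16 tested, 15 had a negative log2 fold change in the authors' deposited table, 4 were lower past both thresholds and none was higher, at an adjusted or an unadjusted p (0 higher and 4 lower when adjusted over the list alone). Tpm4, a tropomyosin gene, stood in the authors' deposited table at -1.07 (implied standard error 0.29, q = 0.00145), and Actn1, an actin crosslinker of focal adhesions, at -1.18 (implied standard error 0.36, q = 0.0041). Vcl, which encodes vinculin, was at -1.09 (implied standard error 0.37, q = 0.0115) in the authors' deposited table, and Flna, which encodes filamin A, at -0.94 (implied standard error 0.32, q = 0.0139). Acta2, the smooth muscle actin gene of myofibroblasts, had a log2 fold change in the authors' deposited table of -1.81 (implied standard error 1.01, q = 0.165), and was named after its value was seen. The set test on z missed the threshold (cameraPR, adjusted p = 0.103), while the one on the log2 fold change passed it (adjusted p = 1.6e-05), as did the one on ranks of z (adjusted p = 0.00377), which was added after the data were seen.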

**Fig 14:**
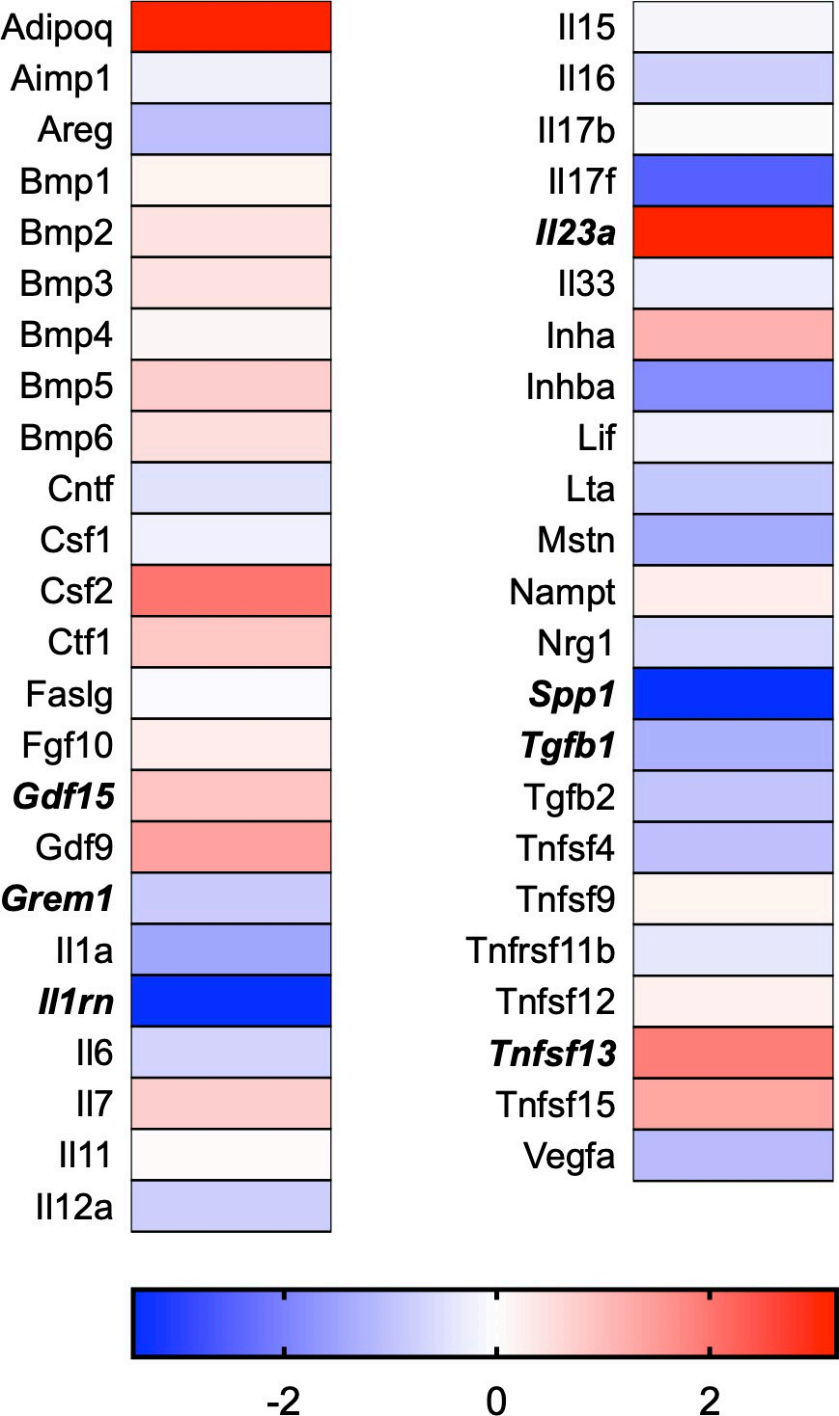
Cytokines heat map. Bold text indicates significantly altered gene targets.

**Fig 15:**
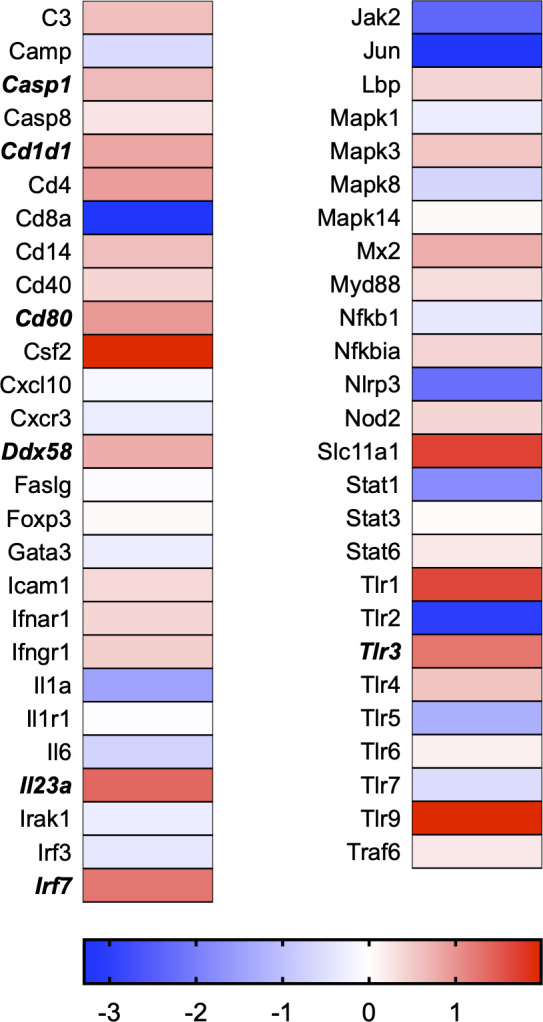
Innate and adaptive immunity heat map. Bold text indicates significantly altered gene targets.

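Genes induced by interferon, a main arm of the innate response, were higher with AGE-BSA. Of 30 tested, 12 were higher and none was lower in the authors' deposited table (12 higher and 0 lower when adjusted over the list alone). At an unadjusted p under 0.05 in the authors' DESeq2 test, with the same fold threshold, 13 were higher and none was lower. The list rose in the set test (cameraPR, adjusted p = 0.00102), and its share of higher genes was above that of other genes (Fisher's exact test, adjusted p = 3.28e-06). Ifi27, a mitochondrial interferon-induced gene, had a log2 fold change in the authors' deposited table of 0.75 (implied standard error 0.07, q = 5.7e-23). Irf7, a transcription factor of the interferon response, stood in the authors' deposited table at 1.24 (implied standard error 0.19, q = 1.48e-09), and Isg15, a ubiquitin-like modifier, at 1.71 (implied standard error 0.31, q = 6.85e-07). Tap1, which loads peptides for presentation to T cells, was at 0.81 (implied standard error 0.18, q = 5.69e-05).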

**Fig 16:**
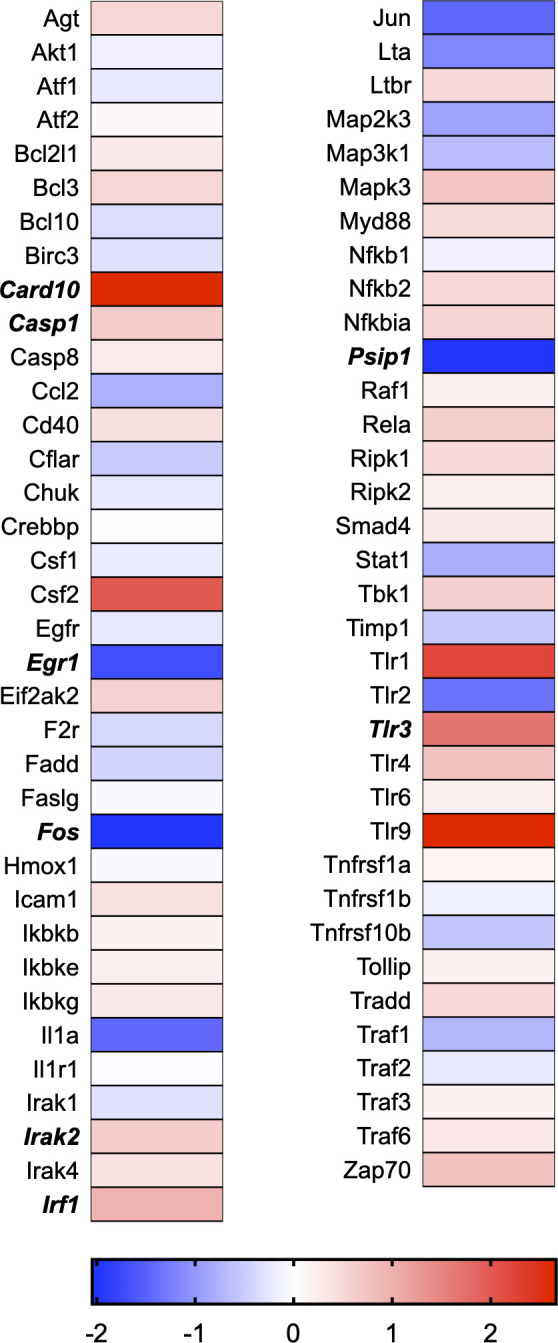
NF-κB signaling heat map. Bold text indicates significantly altered gene targets.

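Target genes of NF-κB did not shift as a group in the set test (cameraPR, adjusted p = 0.71, direction up, with a median of -0.01). Of 18 tested, 1 was higher and none was lower in the authors' deposited table (1 higher and 0 lower when adjusted over the list alone), and 2 were lower at an unadjusted p under 0.05 with the same fold threshold. The higher gene was Irf1, which interferon also induces, at 0.96 (implied standard error 0.31, q = 0.00832) in the authors' deposited table. Nfkb2 and Nfkbie, a subunit and an inhibitor of the NF-κB family, had q under 0.05 in the authors' deposited table with small fold changes, 0.21 (implied standard error 0.07, q = 0.00685) and 0.30 (implied standard error 0.12, q = 0.0323). The monocyte chemokine gene Ccl2 stood there at -0.79 (implied standard error 0.34, q = 0.0577).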

**Fig 17:**
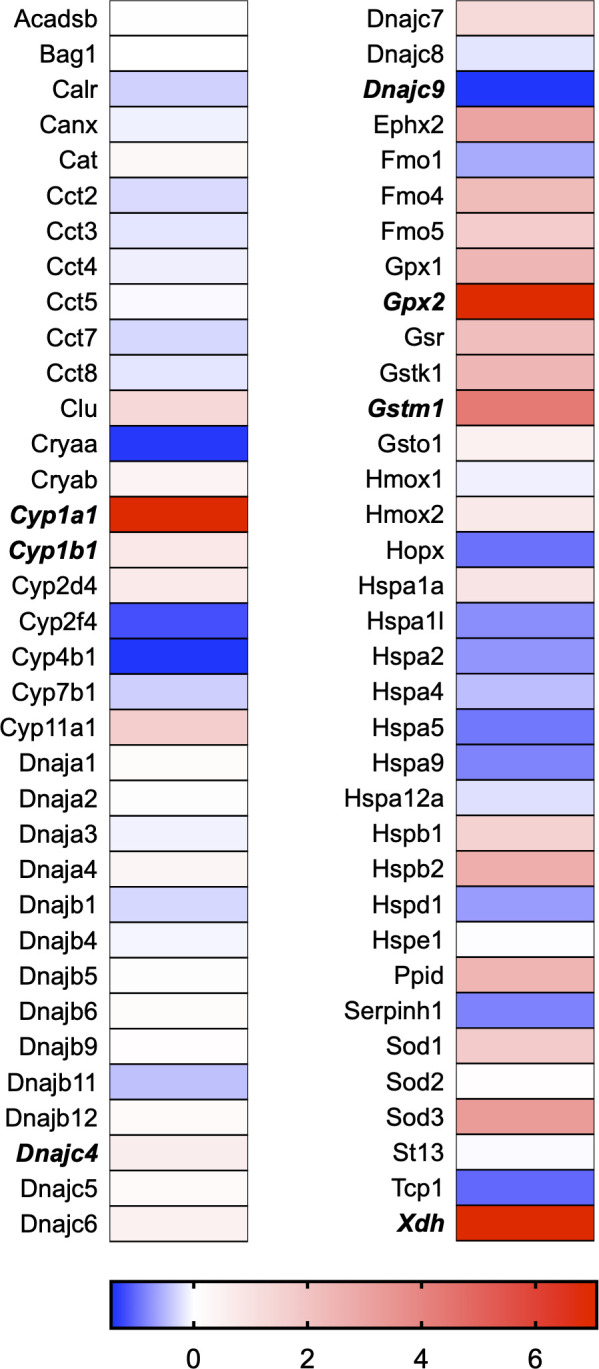
Cellular stress responses heat map. Bold text indicates significantly altered gene targets.

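Chaperone genes of the endoplasmic reticulum stood below 0, by small amounts. Of 20 tested, 18 had a negative log2 fold change in the authors' deposited table and 14 of them had q under 0.05, but 2 were lower past the fold threshold too and none was higher, even at an unadjusted p under 0.05 (0 higher and 2 lower when adjusted over the list alone). The list fell in the set test (cameraPR, adjusted p = 1.87e-06), with a median log2 fold change of -0.33. With the log2 fold change in place of z, the adjusted p was 0.184. Hsp90b1, which encodes the chaperone GRP94, had a log2 fold change in the authors' deposited table of -0.70 (implied standard error 0.07, q = 6.17e-24), and Pdia4, a disulfide isomerase gene, of -0.65 (implied standard error 0.10, q = 4.44e-10). Hspa5, which encodes BiP, and Xbp1, a regulator of the unfolded protein response, stood at -0.52 (implied standard error 0.06, q = 1.8e-14) and -0.40 (implied standard error 0.07, q = 1e-07). None of 14 heat shock protein genes passed both thresholds in the authors' deposited table, adjusted or not, and the list did not differ from other genes (cameraPR, adjusted p = 0.306). On q alone 4 were lower, Hspd1, Hspa8, Dnajb1 and Hsph1, at -0.39, -0.32, -0.27 and -0.40 in the authors' deposited table.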

**Fig 18:**
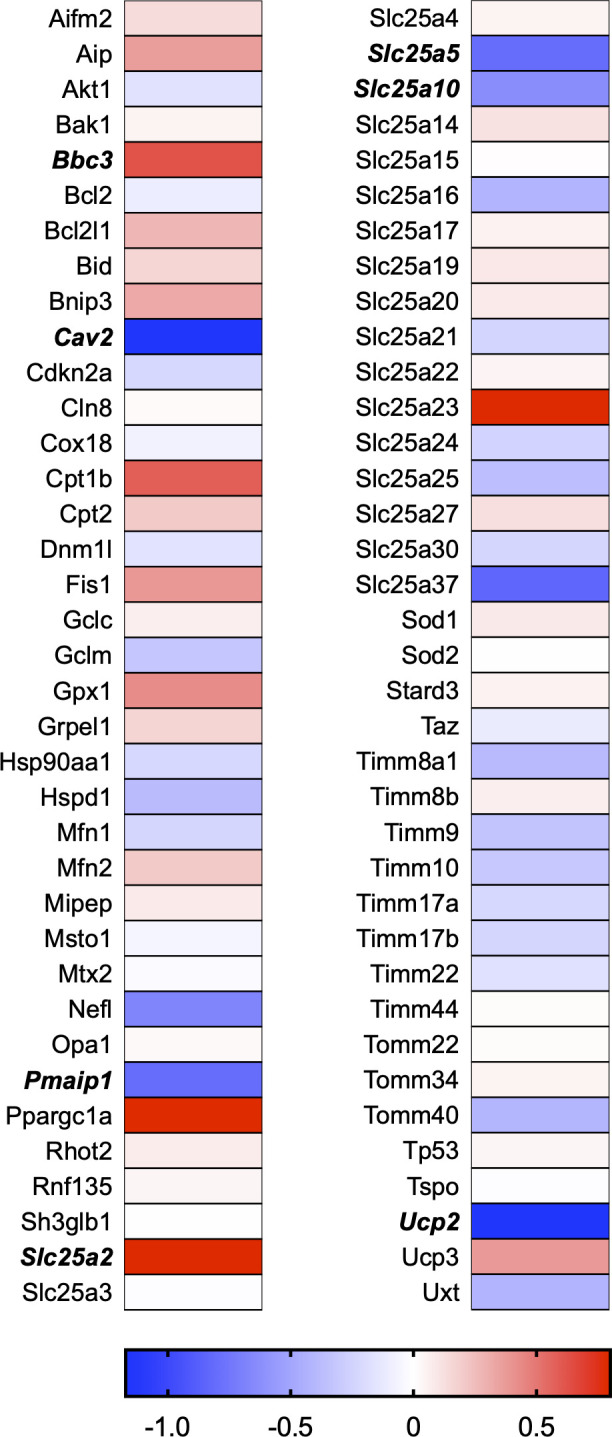
Mitochondria heat map. Bold text indicates significantly altered gene targets.

**Fig 19:**
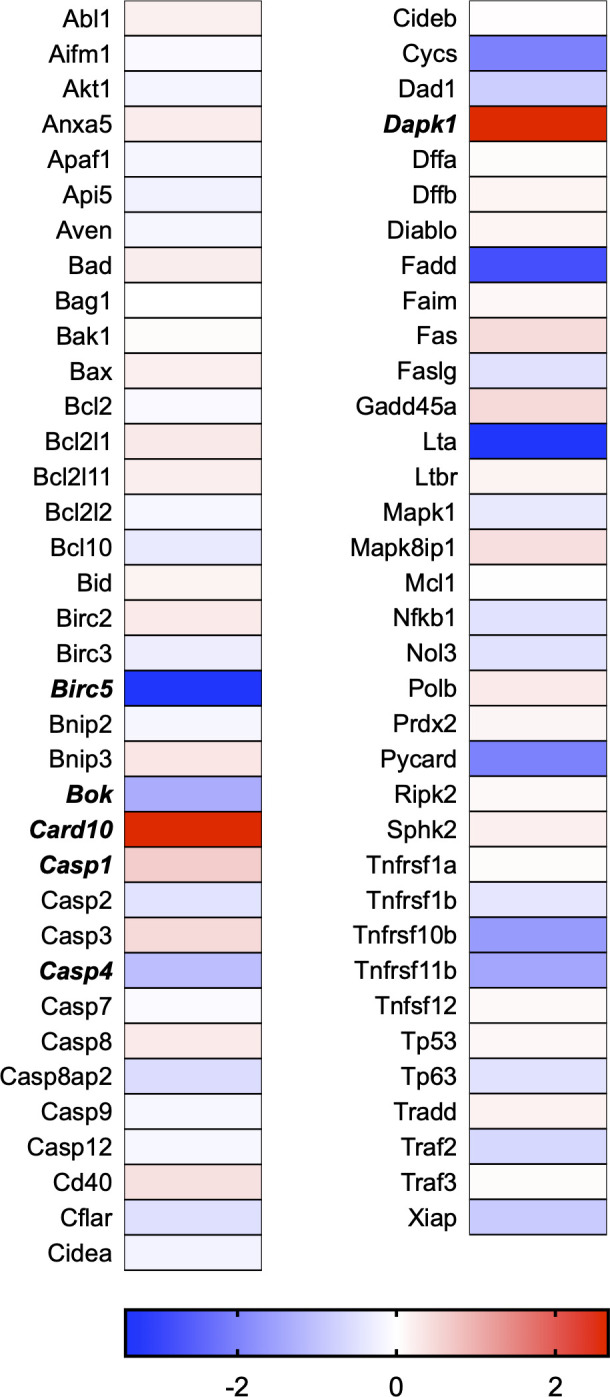
Apoptosis heat map. Bold text indicates significantly altered gene targets.

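Neither list of apoptotic genes drawn up here shifted as a group. The paper's Ingenuity analysis scores apoptosis as activated and cell survival as inhibited. That is a different measure, which these lists do not test. Of 19 tested pro-apoptotic genes, 1 was higher and 2 were lower in the authors' deposited table (1 higher and 2 lower when adjusted over the list alone), and the set test gave an adjusted p of 0.99 (cameraPR, direction down). Their median log2 fold change was 0.15, above 0, and their mean -0.0019. Bok, a BCL2 family member, was lower in the authors' deposited table, at -1.35 (implied standard error 0.29, q = 2.83e-05). Bax, another member, had q under 0.05 in the authors' deposited table with a fold change under 1.5, at 0.19 (implied standard error 0.05, q = 0.00139). Bbc3, which encodes PUMA, was the higher gene, at 0.62 (implied standard error 0.18, q = 0.00337) in the authors' deposited table, and was named after its value was seen. None of 9 anti-apoptotic genes passed both thresholds in the authors' deposited table, nor at an unadjusted p with the same fold threshold (0 higher and 0 lower when adjusted over the list alone). The set test gave an adjusted p of 0.99 (cameraPR, direction down), with a median log2 fold change of -0.11 and a mean of 0.05, of opposite sign. Cflar, which encodes the caspase-8 inhibitor c-FLIP, came closest in the authors' deposited table, at -0.53 (implied standard error 0.10, q = 1.25e-06), and Bcl2l1 stood at 0.27 (implied standard error 0.07, q = 0.000616). Birc5, which encodes survivin, also an inhibitor of apoptosis, was placed in the mitosis list and is not among the 9. It was lower in the authors' deposited table, at -3.41 (implied standard error 0.25, q = 2.63e-39).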

**Fig 20:**
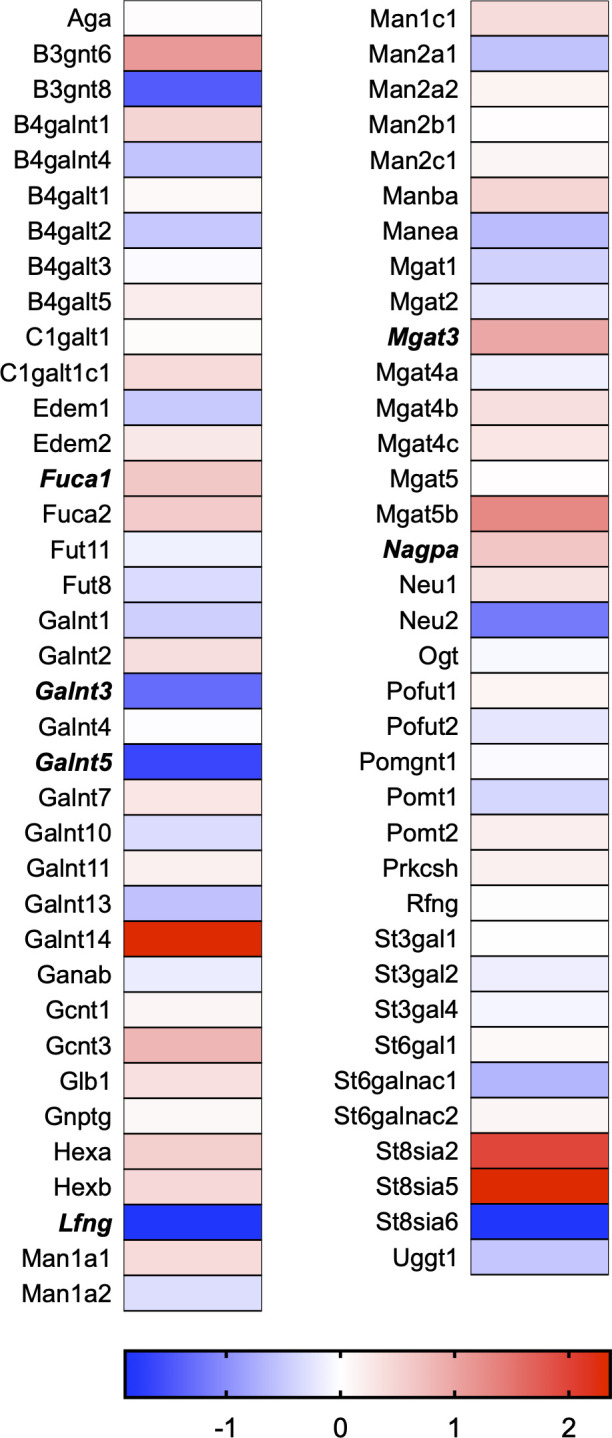
Glycosylation heat map. Bold text indicates significantly altered gene targets.

**Fig 21:**
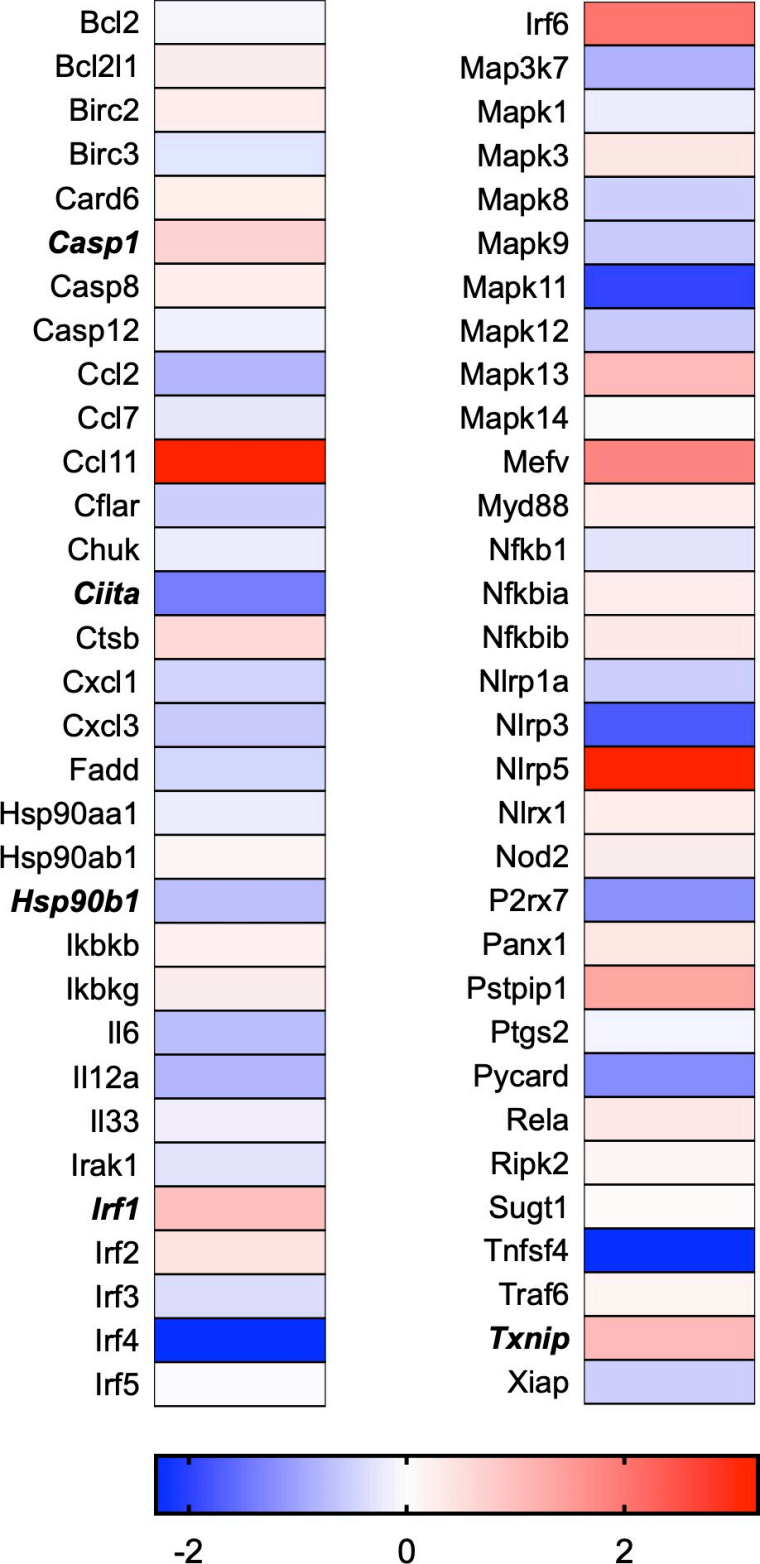
Inflammasomes heat map. Bold text indicates significantly altered gene targets.

**Fig 22:**
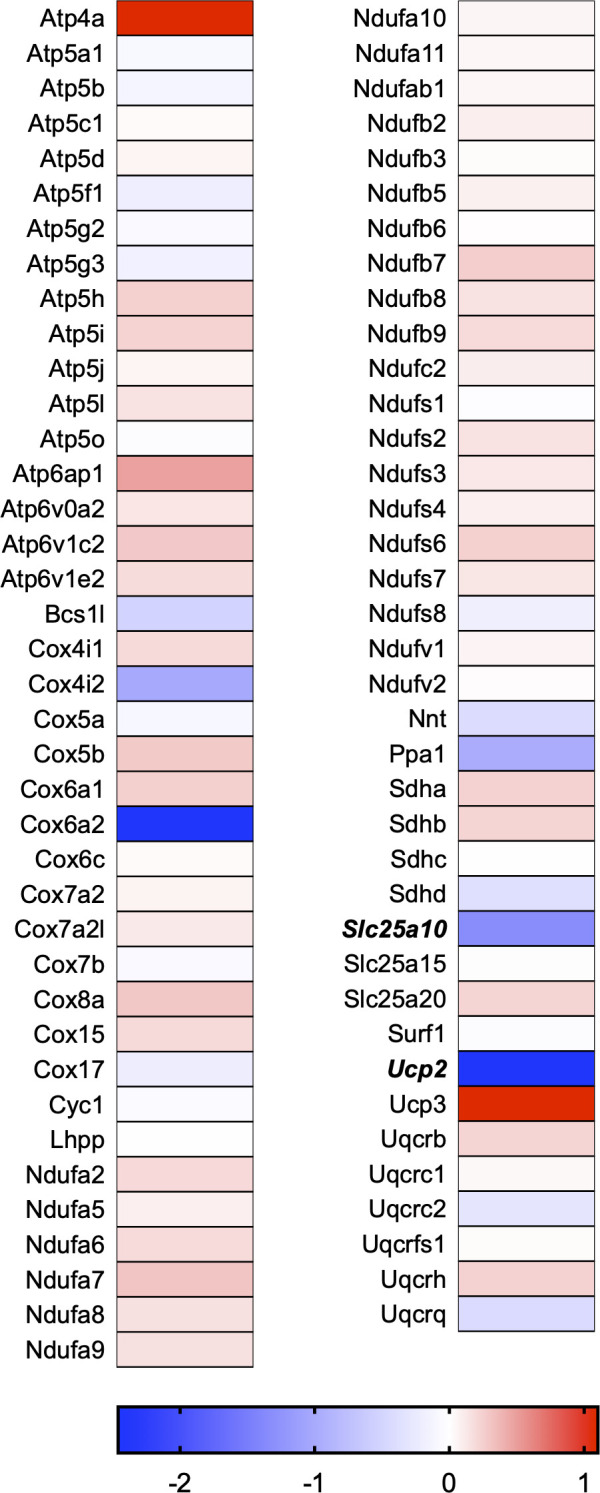
Mitochondrial energy metabolism heat map. Bold text indicates significantly altered gene targets.

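None of 70 tested nuclear genes of oxidative phosphorylation passed both thresholds in the authors' deposited table, nor at an unadjusted p with the same fold threshold (0 higher and 0 lower when adjusted over the list alone). Their fold changes were small and mostly above 0. In the authors' deposited table, 53 of the 70 were positive, 21 were higher at q under 0.05 and none was lower, and the median log2 fold change was 0.11. Sdha, a subunit of complex II, stood in the authors' deposited table at 0.29 (implied standard error 0.06, q = 2.51e-05), and Ndufb7 and Ndufb4, of complex I, at 0.32 (implied standard error 0.08, q = 0.000156) and 0.28 (implied standard error 0.07, q = 0.000213). Atp5h, of the ATP synthase, was at 0.24. The list was above other genes in the set test at the preset correlation of 0.01 (cameraPR, adjusted p = 0.0158), but not at 0.05 (adjusted p = 0.212) nor with the log2 fold change in place of z (adjusted p = 0.696). Of 20 tested glycolysis genes, 1 was lower and none was higher in the authors' deposited table, or at an unadjusted p with the same fold threshold (0 higher and 1 lower when adjusted over the list alone), and the list did not differ from other genes (cameraPR, adjusted p = 0.71). The lower gene was Slc16a3, the lactate exporter MCT4, at -0.66 (implied standard error 0.21, q = 0.00603) in the authors' deposited table. Pgk1, Pkm and Hk1 had q under 0.05 at smaller fold changes, -0.53, -0.45 and 0.32. The 13 genes of the mitochondrial genome were not analysed here.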

**Table 2:** Descriptive pathway profiling.

Figure	GeneGlobe Pathway	Altered Genes in Pathway	Total Genes in Pathway	Percent of Affected Genes
2	Cell Cycle	42	82	51.2
3	ECM and Tenogenic Markers	31	64	48.4
4	DNA Damage	29	72	40.3
5	Cellular Senescence	31	79	39.2
6	p53 Signaling	29	75	38.7
7	TGF-β Signaling	24	74	32.4
8	Fibrosis	19	65	29.2
9	Oxidative Stress	18	64	28.1
10	Wound Healing	15	63	23.8
11	Growth Factors	14	64	21.9
12	Transcription Factors	14	68	20.6
13	Cytoskeleton	13	81	16
14	Cytokines	7	47	14.9
15	Innate and Adaptive Immunity	7	53	13.2
16	NF-κB Signaling	8	71	11.3
17	Cellular Stress Responses	7	70	10
18	Mitochondria	7	74	9.5
19	Apoptosis	6	71	8.5
20	Glycosylation	6	73	8.2
21	Inflammasomes	5	64	7.8
22	Mitochondrial Energy Metabolism	2	77	2.6

### Pathway analysis

Ten pathways or biological functions were selected using the IPA disease and function tool. Apoptosis (Z Score: 4.70), morbidity and mortality (Z Score: 4.53), organismal death (Z Score: 4.47), DNA damage (Z Score: 3.36), and diabetes mellitus (Z Score: 2.24) were selected as activated pathways. Cell survival (Z Score: -4.91), cell viability (Z Score: -4.62), repair of DNA (Z Score: -3.85), cell proliferation (Z Score: -3.67), and growth of connective tissue (Z Score: -3.02) were selected as inhibited pathways. IPA pathways are summarized in Table 3 with respective p-values and activation Z-scores.

**Table 3:** Select IPA pathway analysis.

Pathway	p Value	Activation Z Score
Apoptosis	1.45E-33	4.70
Morbidity or Mortality	4.62E-34	4.53
Organismal Death	2.06E-33	4.47
DNA Damage	7.32E-09	3.36
Diabetes Mellitus	1.27E-13	2.24
Cell Survival	4.74E-25	-4.91
Cell Viability	5.59E-23	-4.62
Repair of DNA	7.15E-15	-3.85
Cell Proliferation (Fibroblast)	7.59E-12	-3.67
Growth of Connective Tissue	5.10E-23	-3.02

Diabetes-related complications, such as those implicating connective tissue, create a large healthcare burden and reduce quality of life. Our knowledge of diabetes-related tendon degeneration has primarily been limited to macroscopic and structural changes with minimal molecular insight exists. Previous work from our laboratory has demonstrated that AGEs induce severe limitations to tendon fibroblast proliferative capacity and mitochondrial function while increasing mitochondrial DNA content [8]. We have followed up on these previous findings by completing a descriptive transcriptome profile of Achilles tendon-derived fibroblasts following AGE exposure. The goal of this study was to identify and rank pathways that were most implicated following AGE exposure, thus providing a more precise mechanistic exploration of AGE-mediated effects on tendon-derived cells.

Using a clinically-relevant concentration of AGEs [12, 22], we have previously demonstrated incorporation of synthetic nucleoside 5-ethynyl-2´-deoxyuridine (EdU) in tendon-derived fibroblasts to be ~3% following AGE-BSA (200μg/ml) exposure as compared to ~53% in the BSA-Control exposed group, which proliferate normally [8]. Further, we noted a reduction in proliferative gene markers, Mybl2 and Pcna, and reduced absorbance values of cytostatic MTT with AGE-BSA treatment in tendon fibroblasts. Our RNAseq data corroborated our previous findings of reduced Mybl2 and Pcna gene expression and revealed several additional genes responsible for cell cycle progression to be significantly impacted (Fig 2). 

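Mybl2, a transcription factor of S phase, had a log2 fold change in the authors' deposited table of -3.70 (implied standard error 0.37, q = 6.82e-22), or 13-fold lower with AGE-BSA. Pcna, the sliding clamp of DNA replication, stood there at -1.36 (implied standard error 0.14, q = 8.71e-22), or 2.57-fold lower. All 28 tested mitosis genes were lower past both thresholds in the authors' deposited table, with a median log2 fold change of -3.50 and a range from -4.19 to -1.39 (0 higher and 28 lower when adjusted over the list alone). Among them were Ndc80, of the kinetochore, at -3.52 (implied standard error 0.26, q = 9.95e-40) in the authors' deposited table, Birc5, which encodes survivin, at -3.41 (implied standard error 0.25, q = 2.63e-39), and Cdc20, an activator of the anaphase-promoting complex, at -3.64 (implied standard error 0.27, q = 6.89e-39). Of 41 DNA replication genes, 38 were lower in the authors' deposited table and none was higher, in the authors' DESeq2 test or at an unadjusted p under 0.05 (0 higher and 38 lower when adjusted over the list alone), with a median of -1.36. They included Tk1, thymidine kinase, at -2.84 (implied standard error 0.22, q = 4.81e-34) in the authors' deposited table, Cdc45 and Gins1, of the replicative helicase, at -2.61 (implied standard error 0.24, q = 4.75e-26) and -2.94 (implied standard error 0.27, q = 4.91e-26), and Rrm2, of ribonucleotide reductase, at -3.86 (implied standard error 0.36, q = 3.53e-25). Both lists fell in the set test (cameraPR, adjusted p = 2.26e-72 for mitosis and 3.75e-38 for DNA replication). Their members passed the thresholds downward more often than other genes (Fisher's exact test, adjusted p = 2.98e-30 and 3.04e-37). The paper sets the lower Mybl2 and Pcna beside its own earlier measurements of proliferation, and concludes that genes of cell cycle progression were significantly impacted.

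**Figure D2:**
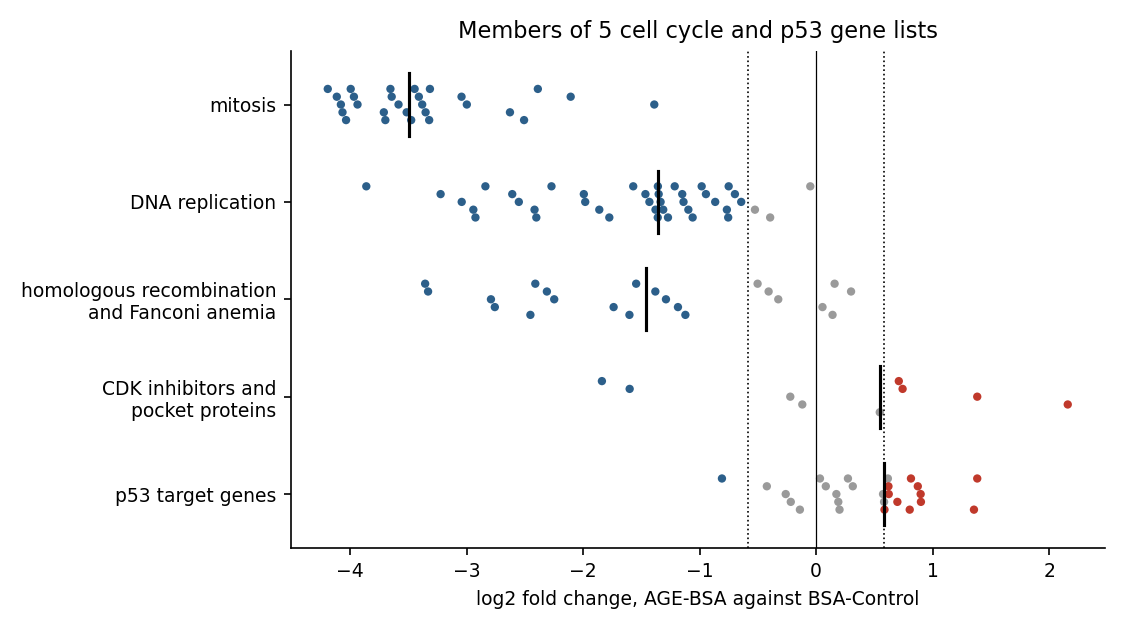
Log2 fold change of AGE-BSA against BSA-Control in the authors' deposited table (horizontal axis) for each tested member of 5 gene lists (vertical axis). Each point is 1 gene, blue where lower and red where higher past both thresholds and grey otherwise, black bars are medians, and dotted lines mark a fold change of 1.5. All 28 mitosis genes lie left of the dotted line, and 11 of 26 p53 target genes pass to the right.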

In fact, our transcriptome analysis revealed that genes associated with the cell cycle are the most impacted by AGE treatment (Fig 2 and Table 2). Tendon fibroblast proliferation is vital for tendon development and adaptation [23, 24]. The inability of tenocytes to proliferate in the presence of AGEs could precipitate the development of tendon degeneration by limiting adaptations to loading [25]. Tendon healing requires a phase of increased cellular proliferation [23, 24, 26], thus AGE-induced limitations in cell proliferation could contribute to delayed in healing noted in those with diabetes [27–29]. 

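In the wound healing heat map, 10 of 63 genes were lower and 5 higher past both thresholds in the authors' deposited table, a share of 23.8% against 14.6% of all tested genes. That share ranked 9th of the 21 heat maps, as did the share at q under 0.01 (20.6%), while on q alone the share of 39.7% ranked 10th and with a fold change over 2 that of 7.94% ranked 11th. Of the 15 altered genes, 0 stand also in the mitosis, DNA replication or homologous recombination lists or in the cell cycle heat map. This tally of membership does not test a link between proliferation and healing.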

In fact, would healing was identified as one of the top 10 GeneGlobe Pathways impacted by AGE treatment (Table 2 and Fig 10).

Gene targets associated with ECM maintenance and remodeling were also dramatically affected in our dataset (Fig 3). 

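Matricellular genes, whose products signal to cells from the matrix, were lower with AGE-BSA. Of 23 tested, 12 were lower and 2 higher in the authors' deposited table (2 higher and 12 lower when adjusted over the list alone). The list fell in the set test (cameraPR, adjusted p = 0.000847), with a median log2 fold change of -0.81, and its share of lower genes was above that of other genes (Fisher's exact test, adjusted p = 4.39e-07). Spp1, which encodes osteopontin, had a log2 fold change in the authors' deposited table of -2.03 (implied standard error 0.19, q = 3.89e-24), and Wisp3, a CCN family gene, of -2.22 (implied standard error 0.28, q = 4.91e-14). Vcan, which encodes the proteoglycan versican, and Smoc2 stood at -1.11 (implied standard error 0.15, q = 1.55e-11) and -1.08 (implied standard error 0.15, q = 3.21e-11). Of 15 tested non-fibrillar collagen genes, 5 were lower and 1 was higher in the authors' deposited table (1 higher and 6 lower when adjusted over the list alone), a share of lower genes above that of other genes (Fisher's exact test, adjusted p = 0.0275), which did not hold without the fold threshold (adjusted p = 0.402). Col7a1, of anchoring fibrils, stood in the authors' deposited table at -1.76 (implied standard error 0.31, q = 1.48e-07), Col18a1, of basement membranes, at -0.86 (implied standard error 0.19, q = 5.12e-05), Col16a1 at -0.70 and Col8a1 at -0.65. The set test of this list missed the threshold on z (cameraPR, adjusted p = 0.284) and passed it on the log2 fold change (adjusted p = 0.0169). Tendon cell markers were mixed, with 4 of 15 lower and 2 higher in the authors' deposited table (2 higher and 4 lower when adjusted over the list alone), and did not differ from other genes in the set test (cameraPR, adjusted p = 0.657). Scx, which encodes the tendon transcription factor scleraxis, and Tnmd, which encodes tenomodulin, stood at 0.16 (implied standard error 0.39, q = 0.792) and 0.88 (implied standard error 0.62, q = 0.297) in the authors' deposited table, and were named after their values were seen.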

The ECM is vital to tendon tissue health and serves several vital functions, including cell adhesion, communication, and differentiation. Additionally, the ECM provides structural and biochemical support to the surrounding resident cell population. The tendon ECM consists primarily of type I and type III collagen fibers surrounded by proteoglycans that assist collagen fibrils’ assembly and stability [30]. A precise and linear arrangement of collagen fibrils is vital to tissue integrity and, therefore, mechanical function [31]. The inclusion of multiple collagen isoforms allows the ECM to specialize and adapt to specific mechanical loading and functional responses [32]. For instance, type I collagen (Col1a1) is a stronger collagen isoform. In contrast, type III collagen (Col3a1) is weaker and generally upregulated in the early stages of tissue remodeling following exercise or during the initial stages of healing [33, 34]. Col3a1 can provide temporary tensile strength to the tissue assembly until it is later replaced by stronger Col1a1 [35]. 

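Col3a1 had a log2 fold change in the authors' deposited table of 0.64 (implied standard error 0.11, q = 1.38e-07), or 1.56-fold higher with AGE-BSA. Col1a1 stood there at -0.45 (implied standard error 0.13, q = 0.00387), past q of 0.05 in the authors' DESeq2 test but under the fold threshold. Of 10 tested fibrillar collagen genes, 3 were higher and 4 lower in the authors' deposited table (3 higher and 5 lower when adjusted over the list alone). Col11a2, a minor component of cartilage fibrils, was higher in the authors' deposited table, at 1.63 (implied standard error 0.22, q = 4.45e-12), and Col2a1, the main cartilage collagen, stood at 3.75 (implied standard error 1.18, q = 0.00629). The share of lower genes was above that of other genes (Fisher's exact test, adjusted p = 0.0306), though not on q alone (adjusted p = 0.074). The list as a whole did not shift (cameraPR, adjusted p = 0.657). Its median log2 fold change was -0.54 and its mean 0.12, of opposite sign, with Col2a1 as its highest value.

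**Figure D3:**
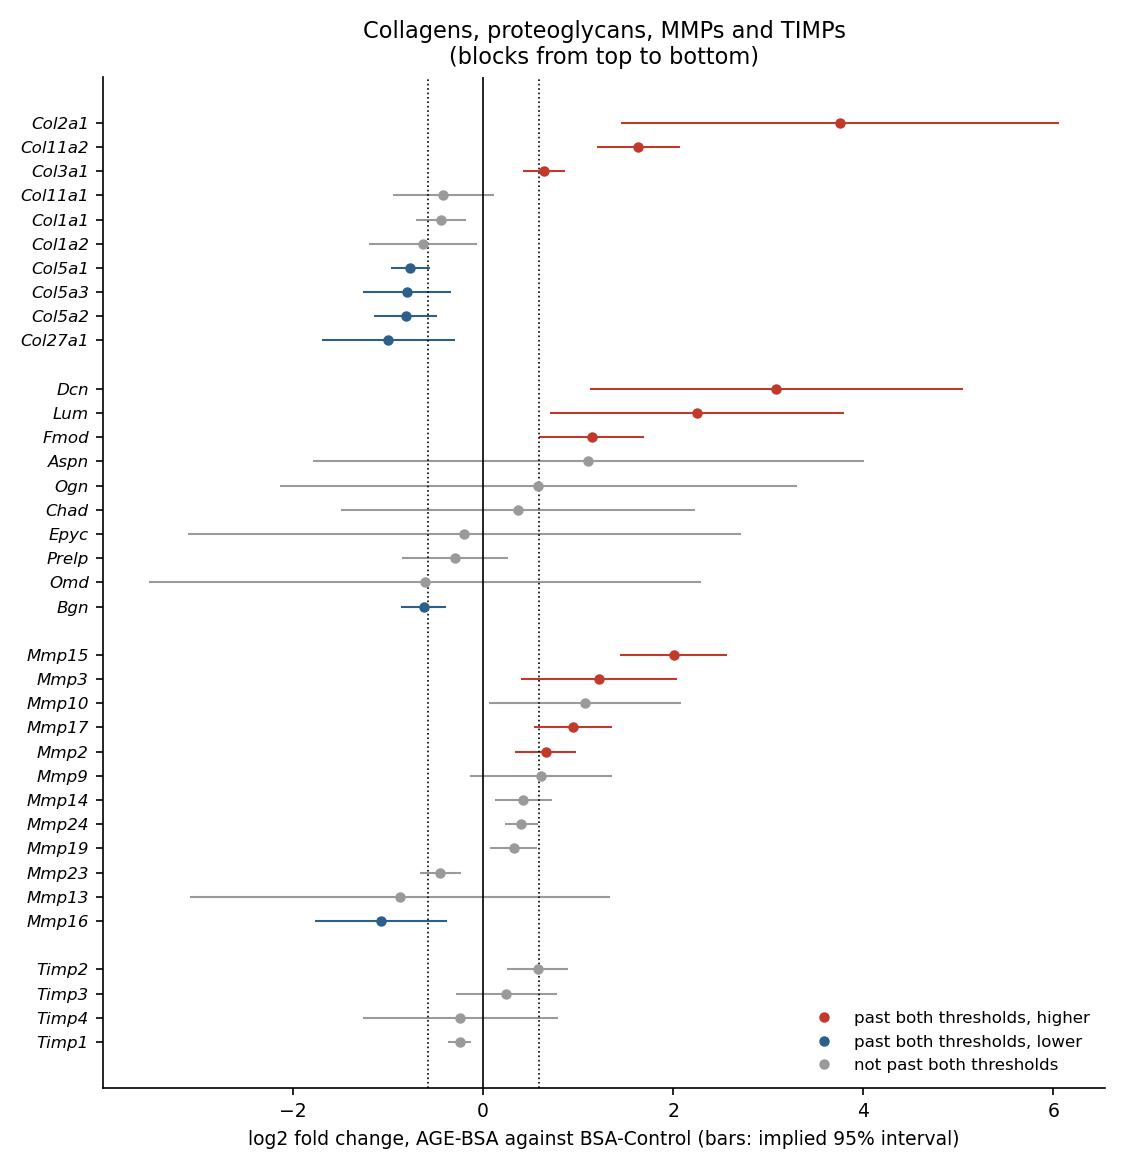
Log2 fold change of AGE-BSA against BSA-Control in the authors' deposited table (horizontal axis) for the tested fibrillar collagen, small leucine-rich proteoglycan, matrix metalloproteinase and TIMP genes, in blocks from top to bottom (vertical axis). Bars are 95% intervals from the implied standard error, dotted lines mark a fold change of 1.5, and red and blue points passed both thresholds upward and downward. Col3a1 has a short bar right of 0, at 0.64, while the bar of Dcn, at 3.08, is wide.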

Although Col1a1 mRNA was unaffected in our RNAseq data set, Col3a1 mRNA expression was increased (Fig 3). Similarly, our previous report indicated Col3a1 mRNA expression increased with 50μg/ml and 100μg/ml AGE exposure compared to an equal dose of BSA-Control [8]. This increase in Col3a1 mRNA expression is likely in response to the AGE insult and an attempt to maintain the ECM environment.

Further, the most abundant tendon proteoglycan gene expression of decorin (Dcn) increased in our RNAseq data set (Fig 3). 

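Dcn had a log2 fold change in the authors' deposited table of 3.08 (implied standard error 1.00, q = 0.00868), or 8.47-fold higher, with one of the widest errors among the named matrix genes. Of 10 tested genes of small leucine-rich proteoglycans, which bind collagen fibrils, 3 were higher and 1 was lower in the authors' deposited table (3 higher and 1 lower when adjusted over the list alone). Lum, which encodes lumican, and Fmod, which encodes fibromodulin, were higher in the authors' deposited table, at 2.25 (implied standard error 0.79, q = 0.0163) and 1.14 (implied standard error 0.28, q = 0.000321), and Bgn, which encodes biglycan, was lower, at -0.63 (implied standard error 0.12, q = 2.74e-06). The list did not shift in the set test on z (cameraPR, adjusted p = 0.712), and passed the threshold on the log2 fold change (adjusted p = 0.0414).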

Dcn aids in the maintenance and regulation of collagen fibril structure and resident fibroblast proliferation [31]. As a critical regulator in matrix assembly, loss of Dcn would likely prove to be unfavorable to the strength of the tendon assembly, which would decrease the tissue’s ability to withstand sudden strain [31]. Our observed increase in Dcn gene expression may be a compensatory response that results in response to the AGE insult. However, impacts to Dcn content and gene expression would need to be externally validated in a whole diabetic tendon.

Lysine and hydroxylysine are found within the collagen amino acid sequence and play an essential role in cross-link formation. Oxidation of lysine and hydroxylysine by lysyl oxidase (Lox) forms cross-links within collagen fibrils, contributing to tissue integrity by increasing tensile strength and stabilizing the collagen fibril assembly. Strength and stability of the tissue assembly are essential, especially given the high contractile forces tendons are responsible for transmitting from muscle to bone. Our dataset revealed Lox gene expression to be significantly reduced following AGE exposure (Fig 3). 

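Lox had a log2 fold change in the authors' deposited table of -0.59 (implied standard error 0.14, q = 0.000171), or 1.51-fold lower, just past the fold threshold. Of 27 tested genes of collagen processing and crosslinking enzymes, 2 were lower and 1 was higher in the authors' deposited table (1 higher and 3 lower when adjusted over the list alone), and on q alone 9 were lower and 4 higher. The list did not differ from other genes (cameraPR, adjusted p = 0.643). The other lower gene was Plod2, a lysyl hydroxylase of crosslink formation, at -0.98 (implied standard error 0.36, q = 0.023) in the authors' deposited table, and the higher gene Tll2, a tolloid-like protease gene, at 2.67 (implied standard error 0.80, q = 0.00432). Both were named after their values were seen. Serpinh1, the collagen chaperone HSP47, and Loxl3, a Lox relative, had q under 0.05 in the authors' deposited table with fold changes under 1.5, at -0.48 (implied standard error 0.13, q = 0.000954) and -0.50 (implied standard error 0.13, q = 0.000904). Pcolce, an enhancer of procollagen C-proteinases, stood at 0.36 (implied standard error 0.06, q = 2.48e-07).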

If reduced mRNA expression of Lox coincides with reduced enzymatic cross-link formation, AGEs may contribute to a weakened tendon assembly due to loss of enzymatic cross-links between adjacent collagen fibrils. Tendons of diabetic animals generally have a reduced load to failure capacity, which may be a result of greater tissue degeneration at the macroscopic level [4, 11, 28, 36]. More work is needed to determine the impact of AGEs on the whole tendon fibril assembly.

Remodeling of the ECM is primarily regulated by enzymes known as matrix metalloproteinases (MMPs), which are responsible for the degradation portion of ECM remodeling. Collagenases such as MMP-1 and MMP-13 cleave type I collagen molecules in the ECM. Similarly, gelatinases, such as MMP-2 and MMP-9, degrade collagen isoforms in the ECM. MMPs are transcribed and translated as proenzymes and then secreted into the ECM, where they are activated through proteolytic cleavage of the N-terminal. Although MMP activity is degenerative, it facilitates ECM remodeling and tendon tissue adaptation. In turn, MMP activity can be reversibly inhibited by a group of enzymes known as tissue inhibitors of metalloproteinases (TIMPs). TIMPs play an essential role in ECM remodeling by limiting MMP activity and preventing excessive degradation. Counter-regulation via TIMP activity tightly regulates the breakdown and synthesis of collagen in response to external stresses, such as mechanical loading. Loss of ECM regulation, such as favoring degradation over synthesis, could alter the ECM responses to damage the tissue assembly. It is no surprise that the dysregulation of degenerative enzymes, such as MMPs, has been thought to play an essential role in developing tendon pathology in diabetes as overexpression of MMPs may favor ECM degradation [37]. Similarly, if inhibitory TIMPs are less expressed, the environment may also favor degradation by allowing MMPs to act on the ECM for a more extended period. Previous reports have indicated that AGEs increase MMP -2, -3, -9, and -13 secretion and expression in chondrocytes with 100μg/ml of AGEs [38, 39]. Further, mRNA expression of MMP -1, -3, and -13 in porcine chondrocytes was increased with 100μg/ml of AGE exposure [40]. Our previous work in Achilles tendon-derived fibroblasts demonstrated an increase in MMP -2 and -3 but no significant changes to MMP-9 and -13 [8]. Our RNAseq analysis confirmed MMP -2 and -3 to be elevated, along with MMP -15 and -17. However, we did not observe any changes to TIMP -1, -2, -3, or -4 in our RNAseq dataset, suggesting that MMPs may be exerting their function in an unorganized fashion that would favor a degenerative ECM environment. 

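Mmp2, a gelatinase, had a log2 fold change in the authors' deposited table of 0.66 (implied standard error 0.17, q = 0.000458) and Mmp3, stromelysin 1, of 1.22 (implied standard error 0.42, q = 0.0141). The membrane-type enzymes Mmp15 and Mmp17 stood in the authors' deposited table at 2.00 (implied standard error 0.29, q = 6.87e-11) and 0.94 (implied standard error 0.21, q = 6.27e-05). Mmp9 and Mmp13 did not pass, at 0.61 (implied standard error 0.38, q = 0.226) and -0.87 (implied standard error 1.13, q = 0.603). Of 12 tested matrix metalloproteinase genes, 4 were higher in the authors' deposited table and 1 lower (5 higher and 1 lower when adjusted over the list alone). The lower one was Mmp16, at -1.08 (implied standard error 0.35, q = 0.00987), named after its value was seen. Their share of higher genes was above that of other genes (Fisher's exact test, adjusted p = 0.0332). The set test missed the threshold on z (cameraPR, adjusted p = 0.0594) and passed it on ranks of z (adjusted p = 0.0475), a setting added after the data were seen. It missed it with the log2 fold change in place of z (adjusted p = 0.184) and at a preset correlation of 0.05 (adjusted p = 0.158). Adamts15 and Adamts5, proteases that cut proteoglycans such as aggrecan and versican, were higher in the authors' deposited table, at 2.04 (implied standard error 0.28, q = 1.42e-11) and 1.56 (implied standard error 0.38, q = 0.000249). The related Adamts9 and Adamts12 were lower there, at -1.02 (implied standard error 0.24, q = 0.00015) and -0.76 (implied standard error 0.29, q = 0.0318), the latter named after its value was seen. These were 2 higher and 2 lower of 12 ADAMTS genes in the authors' deposited table (2 higher and 4 lower when adjusted over the list alone), and the list did not shift (cameraPR, adjusted p = 0.99, direction up, with a median of -0.55).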

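None of the 4 TIMP genes passed both thresholds in the authors' deposited table, adjusted over all genes or over the list alone, nor at an unadjusted p with the same fold threshold. Timp1 stood in the authors' deposited table at -0.25 (implied standard error 0.06, q = 0.000257) and Timp2 at 0.57 (implied standard error 0.16, q = 0.00229), so that both passed q of 0.05 in the authors' DESeq2 test and missed the fold threshold, in opposite directions. Timp3 and Timp4 had q over 0.05 in the authors' deposited table, at 0.24 (implied standard error 0.27, q = 0.538) and -0.24 (implied standard error 0.52, q = 0.769). The list did not differ from other genes in the set test (cameraPR, adjusted p = 0.99).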

MMP gene expression data is limited in scope as it does not account for ECM secretion and N-terminal cleavage. However, the large impact that AGE exposure has on the dysregulation of ECM-related gene expression is further evidence that elevated serum AGEs may be contributing to the development of connective tissue pathology in diabetic populations (Fig 3).

Delayed and abnormal healing is a common complication of types I and II diabetes [27, 41]. Not only does it appear that diabetic patients are at risk of developing tendon tears, but healing post-repair is also impaired [42–44]. 

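Tgfb1 had a log2 fold change in the authors' deposited table of -0.77 (implied standard error 0.09, q = 9.6e-18), or 1.71-fold lower with AGE-BSA. Ltbp1, of the proteins that hold latent TGFβ in the matrix, and its relative Ltbp2 were lower in the authors' deposited table as well, at -0.61 (implied standard error 0.11, q = 4.38e-07) and -1.72 (implied standard error 0.23, q = 5.3e-12). Smad6, an inhibitor of the pathway that BMP and TGFβ signals induce, stood at -0.99 (implied standard error 0.09, q = 1.5e-25). Of 17 tested genes of TGFβ ligands, latency proteins, receptors and Smads, 5 were lower and 2 higher in the authors' deposited table (2 higher and 5 lower when adjusted over the list alone). The share of lower genes was above that of other genes (Fisher's exact test, adjusted p = 0.0373), but not on q alone (adjusted p = 0.469). The inhibitor Smad7 was the fifth lower gene, at -0.64 (implied standard error 0.14, q = 5.39e-05) in the authors' deposited table, and Tgfbr2 and Smad3 were the higher ones, at 0.62 (implied standard error 0.19, q = 0.00572) and 0.64 (implied standard error 0.20, q = 0.00664), all named after their values were seen. The set test missed the threshold (cameraPR, adjusted p = 0.0571). It passed it (adjusted p = 0.0441) once the mitosis, DNA replication and homologous recombination genes were left out of the other genes, a setting added after the data were seen. The test missed the threshold with the log2 fold change in place of z (adjusted p = 0.354) and at a preset correlation of 0.05 (adjusted p = 0.160). On ranks of z it missed it too (adjusted p = 0.230).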

Interestingly, transforming growth factor (TGF)β1 expression was significantly reduced in our RNAseq data (Fig 7). In addition to TGFβ1 being one of the affected genes in the wound-healing pathway (Fig 10), the GeneGlobe TGFβ signaling pathway was also strongly influenced by AGE treatment (Table 2 and Fig 7). TGFβ is a critical factor in fibrosis and modulation of ECM homeostasis [45]. It has previously been demonstrated that TGFβ levels are significantly reduced in diseased human rotator cuff tendon samples [45]. In addition, TGFβ is known to modulate inflammatory responses by influencing fibroblast recruitment and stimulating collagen production [46, 47].

Inconsistent with known effect of TGFβ on collagen production [46, 47], Col1a1 was unchanged in our RNAseq dataset, and Col3a1 was increased (Fig 3). However, mRNA expression of Col5a1, Col5a2, and Col5a3 expression was significantly reduced in our RNAseq dataset. 

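Col5a1, Col5a2 and Col5a3, the chains of type V collagen that start fibril assembly, had log2 fold changes in the authors' deposited table of -0.77 (implied standard error 0.10, q = 3.96e-12), -0.82 (implied standard error 0.17, q = 1.73e-05) and -0.80 (implied standard error 0.24, q = 0.00324). They were 1.7-fold, 1.76-fold and 1.74-fold lower with AGE-BSA in the authors' deposited table. They made up all but 1 of the 4 lower fibrillar collagen genes, the other being Col27a1, at -1.00 (implied standard error 0.36, q = 0.0187) in the authors' deposited table, named after its value was seen.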

Type V is a fibrillar collagen isoform found less abundantly in a tendon but exists to provide support to tissues that do contain high levels of type V collagen isoforms [48]. While the wound healing GeneGlobe pathway was not as affected as other pathways, it is still likely that these gene targets contribute in some manner to the delayed healing response that is commonly observed following tendon injury in diabetic patients.

## Conclusions

Several studies have shown that the risk of developing tendinopathy is greater in those with diabetes mellitus [42–44, 49]. Our new data highlights cell-signaling pathways that may assist with expanding our understanding of diabetic tendon pathology and failed healing responses. While our discussion is limited in scope, and we provide only transcriptome data, the purpose of this study was to complete a descriptive profile of the AGE insult to tendon fibroblasts. This work is the first data set to utilize RNAseq methodology to study the tendon fibroblast transcriptome following AGE exposure. These data will be helpful for further elucidation of the diabetic tendon disease process.

How the deposited data were processed for this re-analysis (not part of the article)

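Tendon fibroblasts of 5 rats were each treated with BSA-Control and with AGE-BSA for 48 hours, and 10 poly(A) libraries were sequenced, 5 per treatment. According to the authors, the reads were aligned with STAR to rn6, counted with featureCounts and compared in a paired DESeq2 analysis on the Basepair platform, with no tool versions named. The log2 fold changes were computed by the authors with DESeq2 from counts scaled by its own size factors, with AGE-BSA against BSA-Control, as the values of Table 1 show. The p-values are those of the authors' DESeq2 test, and the q-values its Benjamini-Hochberg adjustment, as deposited. A q-value was lacking for 1357 genes that have a p-value, and a fold change for 3142 genes. Counts, totals and values per library were not used here, so the depth per library is unknown, no interval rests on it, and no group of samples was compared anew.

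The standard error implied by each fold change and p-value was computed with Python 3.11.15 and scipy 1.17.1 as the log2 fold change over the normal quantile z of its p-value, which takes p as a two-sided Wald test. The assumption was checked on genes whose values repeat, as those of few reads do: 480 genes share an implied standard error of 3.161, with 10 distinct log2 fold changes from -1.22 to 1.09. Gene names were used as the table gives them. Of these, 15142 equal a symbol and 1820 a synonym in the RefSeq gene table of the assembly GRCr8. Paralogs that may share reads are named where they are reported.

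A gene was counted past the thresholds at q under 0.05 and a fold change over 1.5 (0.584 on the log2 scale), as in the results of the paper. The 38 pathway and 10 cell type lists hold 908 entries, of which 833 distinct genes are in the table, and 47 lists with at least 4 tested genes were tested. Each list was compared with all other tested genes by cameraPR of limma 3.58.1 in R 4.3.3 on the signed z, two-sided, at a preset correlation of 0.01, and by Fisher's exact test (two-sided, scipy) on its genes past the thresholds in each direction. Adjustment was by Benjamini-Hochberg over the lists, and a count adjusted over the list alone used the p-values of its members only. The set test was tried on 100 simulated tables, in which the z of the real one were shuffled over genes. It recovered 80 of 100 lists moved by 3 in z and 100 of 100 moved by -6, and called 15 of 4163 lists not moved. Shuffling removes any correlation between the genes of a list. These rates therefore hold for independent genes and do not test the preset correlation. The gene names of the 21 heat maps were read from Figs 2 to 22 and only tallied. Genes named in the text are those the paper names, the 10 per direction with the smallest q and with the largest fold change, and up to 4 members per list with the smallest q. Others are marked as named after their values were seen. Alternatives changed the fold-change or q threshold, the adjustment, the statistic of the set test or its preset correlation. Tables were handled with pandas 2.3.3 and numpy 2.4.6, and plots drawn with matplotlib 3.10.9.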

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

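The tests of explanations for the lower cholesterol genes were chosen after that result was seen. What brought the 5 gene groups here is a signal in genes that the paper does not discuss. Genes of lipid synthesis were lower with AGE-BSA. Of 24 genes of cholesterol biosynthesis and uptake, 17 were lower in the authors' deposited table and none was higher, in the authors' DESeq2 test or at an unadjusted p under 0.05 (0 higher and 17 lower when adjusted over the list alone), and the list fell in limma's set test (adjusted p = 4.52e-11). Among them were the late sterol enzyme genes Sc5d, at -0.94 (implied standard error 0.10, q = 1.09e-17) in the authors' deposited table, and Ebp, at -0.93 (implied standard error 0.13, q = 3.79e-12), and the isoprenoid enzyme gene Fdps, at -0.78 (implied standard error 0.10, q = 6.83e-14). For fatty acid synthesis, 8 of 15 genes were lower and 1 was higher in the authors' deposited table (1 higher and 8 lower when adjusted over the list alone; limma's set test, adjusted p = 3.38e-07). The desaturase genes Scd and Fads2 stood in the authors' deposited table at -1.99 (implied standard error 0.21, q = 6.16e-19) and -1.93 (implied standard error 0.23, q = 3.86e-15), and the acyl-CoA synthetase gene Acsl3 at -1.13 (implied standard error 0.11, q = 1.45e-21). The reads of Scd are uncertain, as it has a close paralog, Scd2. The elongase gene Elovl6 stood in the authors' deposited table at -1.28 (implied standard error 0.16, q = 3.5e-14).

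Genes of amino acid supply were lower as well. Of 29 ATF4 target and amino acid supply genes, 16 were lower and 1 was higher in the authors' deposited table (1 higher and 16 lower when adjusted over the list alone; limma's set test, adjusted p = 5.23e-12). They included Atf4 itself, at -0.82 (implied standard error 0.10, q = 2.28e-16) in the authors' deposited table, the serine synthesis gene Psat1, at -2.11 (implied standard error 0.26, q = 1.44e-14), the mitochondrial one-carbon gene Shmt2, at -0.99 (implied standard error 0.11, q = 3.07e-17), and the amino acid transporter gene Slc7a5, at -1.88 (implied standard error 0.21, q = 2.94e-17). Lysosome genes were higher, mostly by less than the fold threshold. In the authors' deposited table, 6 of 39 passed upward and 1 downward (6 higher and 1 lower when adjusted over the list alone), 25 were higher on q alone, and the list rose in limma's set test (adjusted p = 1.6e-09). The lysosomal channel gene Mcoln1 stood in the authors' deposited table at 0.72 (implied standard error 0.08, q = 6.11e-19), Lamp1, of the lysosomal membrane, at 0.58 (implied standard error 0.08, q = 8.02e-13), and the collagen-degrading cathepsin gene Ctsk at -0.83 (implied standard error 0.09, q = 2.27e-18). The 12 higher interferon-stimulated genes belong here too, with a median log2 fold change of 0.63 over the list.

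The lower cholesterol genes were weighed further. Fold changes resting on few reads would have wide errors, but the median implied standard error of the list lay at percentile 42.8 of all tested genes, which argues against this as the cause. Sterol accumulating in the cells may lower these genes and would raise LXR targets of cholesterol efflux. Of 7, 4 were higher and none was lower in the authors' deposited table (4 higher and 0 lower when adjusted over the list alone; 1 was lower at an unadjusted p under 0.05 with a smaller fold change), with Abca1 at 1.34 (implied standard error 0.14, q = 5e-19) and Apoe at 1.77 (implied standard error 0.37, q = 1.44e-05), but the list missed the threshold in limma's set test (adjusted p = 0.0594). With the log2 fold change in place of z it passed (adjusted p = 0.0493), and over all its alternatives the adjusted p ran from 0.0493 to 0.152. Its share of higher genes was above that of other genes (Fisher's exact test, adjusted p = 0.00451), though not on q alone (adjusted p = 0.074). Sterol accumulation and other causes cannot be told apart, as sterols were not measured and the list has 7 genes. The authors' size factors would move all genes alike, whereas the list fell against the other genes. Slower growth as such stays open and untested.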

How the results depend on the processing

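The settings with ranks of z, without proliferation genes, without the genes of Table 1 and with an unadjusted p were chosen after the data were seen. No paired analysis was possible because values per library were not used here, so the pairing is that of the authors' own test. For the same reason these were not run: leaving out each donor, another normalization or pseudocount, a filter on low expression or none, a test without the donor term, DESeq2 on counts, an estimated correlation, and random lists matched on expression. What depth limits is unknown.

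Against 1866 genes past the thresholds in the authors' deposited table, 4295 passed with no fold-change threshold (2125 higher and 2170 lower), 939 at a fold change over 2 (405 and 534), 513 at a log2 fold change over 1.5 (209 and 304), and 962 with Bonferroni adjustment (347 and 615), as looser or stricter thresholds must. The counts stayed within 1.5 times with q under 0.01 (1519), Benjamini-Hochberg over every gene with a p-value (1827) and an unadjusted p (2157). More genes were lower than higher in each of these settings. Of 217 named genes with a q-value, 0 changed call with Benjamini-Hochberg over every gene. The share of altered heat map entries, in which genes repeat, was 23.0%, 43.1% with no fold-change threshold and 12.0% at a fold change over 2. The cell cycle heat map ranked 2nd without the fold threshold and 1st at a fold change over 2 and at q under 0.01.

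With the log2 fold change in place of z, 29 of 47 lists kept their direction and side of the threshold in limma's set test. The adjusted p then missed it for p53 targets (0.0678), oxidative phosphorylation (0.696) and endoplasmic reticulum chaperones (0.184). It passed for non-fibrillar collagens (0.0169), small leucine-rich proteoglycans (0.0414), contractile genes (1.6e-05), NADPH oxidase subunits (0.00767), LXR targets (0.0493) and epithelial markers (0.000125). A preset correlation of 0.05 left 46 of 47 on their side, all but oxidative phosphorylation (0.212). Ranks of z added matrix metalloproteinases (0.0475) and contractile genes (0.00377), and leaving out proliferation genes added the TGFβ list (0.0441). Without the 20 genes of Table 1, all 47 lists kept their side, with an adjusted p of 0.0253 for aryl hydrocarbon receptor targets. The heat maps had also been read before the lists were drawn up, and their genes were not left out. Among lists past the threshold in neither setting, the direction turned with the log2 fold change for fibrillar collagens (0.845), ADAMTS proteases (0.845), AGE-binding receptors (0.956), NF-κB targets (0.924), anti-apoptotic genes (0.932), and endothelial (0.883), adipocyte (0.715), skeletal muscle (0.354) and Schwann cell markers (0.638). With ranks, it turned for ADAMTS proteases (0.744), pro-apoptotic genes (0.785), and skeletal muscle (0.939) and Schwann cell markers (0.934). Over its alternatives, the adjusted p ran from 2.29e-05 to 0.0678 for p53 targets, 0.00263 to 0.696 for oxidative phosphorylation, 7.64e-07 to 0.184 for chaperones, 0.0169 to 0.486 for non-fibrillar collagens, 0.0414 to 0.805 for proteoglycans, 1.6e-05 to 0.244 for contractile genes, 0.00767 to 0.124 for oxidase subunits, 0.0493 to 0.152 for LXR targets, 0.000125 to 0.662 for epithelial markers, 0.0475 to 0.184 for metalloproteinases and 0.0441 to 0.354 for the TGFβ list. Without the fold threshold, Fisher's exact test on q alone lost the call of NADPH oxidase subunits (adjusted p = 0.074), LXR targets (0.074), fibrillar collagens (0.074), non-fibrillar collagens (0.402), the TGFβ list (0.469) and immediate early genes (0.542). It added higher lysosome genes (1.07e-09), higher oxidative phosphorylation genes (0.0315), which had no member past the fold threshold, and lower chaperone genes (2.9e-06). The other 13 calls held. The cause of these changes was not tested.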

Differences from the paper's values

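The setting with an unadjusted p was chosen after the values were seen. All 40 log2 fold changes and q-values of Table 1 and all 21 shares of Table 2 match the authors' deposited table after rounding. The paper's counts of differentially expressed genes are 2159, with 1046 higher and 1113 lower, and 10648 others. At the thresholds its results state, the authors' deposited table gives 1866, with 869 higher and 997 lower, and 10941 others, each within 1.5 times of the paper's. With an unadjusted p under 0.05 and a fold change over 1.5, a setting chosen after the values were seen, the counts are 2157, 1045, 1112 and 10650. That setting holds all 1866 genes past the stated thresholds, and, like the stated thresholds, drops 1 of the 231 distinct genes that the paper lists in Table 1 or prints in bold. Of 24 heat map genes that pass with an unadjusted p only, 0 are in bold. Of the alternatives set before the data were examined, 1519 genes at q under 0.01 and 1827 with Benjamini-Hochberg over every gene are within 1.5 times of the paper's total. The counts of 4295, 939 and 962, with no fold threshold, a fold change over 2 and Bonferroni, are not, nor are the 513 at the log2 fold change of 1.5 that the methods of the paper word.

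In Fig 6, Cdc25a is in bold, and stands in the authors' deposited table at -0.52 (implied standard error 0.08, q = 2e-09), under the fold threshold, while Cdc25c, not in bold, stands at -0.94 (implied standard error 0.12, q = 8.61e-14), past both thresholds. The other bold heat map entries all pass. The paper describes Col1a1 as not affected. Its log2 fold change of -0.45 in the authors' deposited table has q = 0.00387 and lies under the fold threshold. The paper reports no change of the TIMP genes, and none passes the fold threshold in the authors' deposited table, but Timp1 and Timp2 have q = 0.000257 and q = 0.00229.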

Other observations

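The tests of where the leading increases came from, and the tally of genes shared between heat maps, were chosen after those results were seen. A few regulators and matrix genes of cartilage and bone passed the thresholds, though neither list shifted as a whole. Sox9, the master regulator of cartilage, had a log2 fold change in the authors' deposited table of -1.47 (implied standard error 0.20, q = 5.02e-12), and Acan, the cartilage proteoglycan gene aggrecan, of -2.46 (implied standard error 0.75, q = 0.00497), while Col2a1 and Col11a2 were higher, so that 2 of 8 chondrocyte markers were higher and 2 lower (2 higher and 2 lower when adjusted over the list alone). Runx2, the regulator of bone formation, stood in the authors' deposited table at -0.81 (implied standard error 0.16, q = 2.37e-06), and with Spp1 made 2 of 7 osteoblast markers lower and none higher, also at an unadjusted p under 0.05 (0 higher and 2 lower when adjusted over the list alone). Tek, the angiopoietin receptor gene of endothelium, was higher in the authors' deposited table, at 1.55 (implied standard error 0.26, q = 5.34e-08), as was Vwf, at 0.79 (implied standard error 0.28, q = 0.017).

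None of the 10 cell type lists shifted in limma's set test at the settings used at the claims. By the authors' deposited table, endothelial markers had 2 higher and 0 lower of 9, adipocyte markers 1 higher and 2 lower of 8, skeletal muscle markers 1 higher and 1 lower of 10, and pericyte and smooth muscle markers 0 higher and 1 lower of 8. Schwann cell markers had 1 higher and 0 lower of 6 in the authors' deposited table, epithelial markers 1 higher and 0 lower of 5 and lymphocyte markers 1 higher and 0 lower of 8. Adjusted over the list alone, these counts for the 7 lists were the same. At an unadjusted p under 0.05 in the authors' DESeq2 test, 1 endothelial and 1 Schwann cell marker were lower, and the other counts of 0 stayed at 0. The adjusted p of the set test ran from 0.194 for osteoblast markers to 0.992 for adipocyte markers, whose median log2 fold change of 0.45 and test direction, down, differ in sign. So do the medians of skeletal muscle and Schwann cell markers, -0.19 and -0.29, from their direction, up. The median of endothelial markers, 0.05, and their mean, -0.07, differ in sign as well.

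Itgb2, Tbxas1 and Ncf1, all expressed in macrophages, are among the 10 largest increases. Macrophages in the AGE-BSA cultures would bring their other abundant transcripts too, but 0 macrophage markers passed the thresholds upward in the authors' deposited table, and C1qa, C1qb, C1qc and Tyrobp have no fold change, like genes without reads. Cd68 and Csf1r stood in the authors' deposited table at 0.76 (implied standard error 0.50, q = 0.254) and 0.16 (implied standard error 0.46, q = 0.834), against 4.06 for Itgb2. The implied 95% intervals of Cd68, -0.22 to 1.74, and of Itgb2, 0.95 to 7.17, overlap. Only 7 of the 20 macrophage markers were tested. Cd14 stood at 0.59 (implied standard error 0.30, q = 0.122) and Coro1a at -0.90 (implied standard error 0.41, q = 0.0783). Of the 7 tested markers, 5 lay above 0 and 2 below, with a median log2 fold change of 0.22. No tested marker passed the thresholds, but these values cannot exclude a few macrophages. Csf1r was named after its value was seen. Few reads behind the largest fold changes stay open, since 9 of the 10 have an implied standard error above the 90th percentile. Few reads and a wide spread between donors cannot be told apart, as counts and values per donor were not used here.

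Many of the altered genes in the DNA damage heat map also stand in the cell cycle heat map or in the mitosis, DNA replication and homologous recombination lists. Of 72 genes, 36 are shared in this way, 24 of them past the thresholds in the authors' deposited table, against 5 of the other 36, or 13.9%. The homologous recombination list holds DNA repair genes itself, and 15 of its 22 tested genes were lower. Counting them as shared takes DNA damage genes out of the remainder. The 13.9% therefore cannot tell whether overlap with the cell cycle accounts for the altered genes of this heat map. For cellular senescence, 15 of 26 shared genes passed in the authors' deposited table and 16 of the other 53, or 30.2%. For p53 signaling, these were 17 of 26 and 12 of 49, or 24.5%.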
